# RNA-binding protein CELF1 promotes tumor growth and alters gene expression in oral squamous cell carcinoma

**DOI:** 10.18632/oncotarget.6204

**Published:** 2015-10-20

**Authors:** Reniqua P. House, Sudha Talwar, E. Starr Hazard, Elizabeth G. Hill, Viswanathan Palanisamy

**Keywords:** oral squamous cell carcinoma, CELF1, mRNA splicing and mRNA turnover

## Abstract

The RNA binding protein CELF1 (also known as CUGBP1) is emerging as a critical regulator of cancer cell proliferation and apoptosis. Here, to provide a global prospective of CELF1 regulation of oral squamous cell carcinoma, we performed RNA-sequencing in oral cancer cells and CELF1 overexpression analysis in non-malignant human oral keratinocytes. Our approaches identified 1283 mRNAs differentially regulated as a function of CELF1 expression and more importantly CELF1 promoted alternative splicing of several target pre-mRNAs, which are known to be involved in various cancer biological processes. Overexpression of CELF1 in non-malignant human oral keratinocytes protected cells against oxidative damage and altered gene expression patterns. Finally, we provide evidence that reduction of CELF1 protein using a xenograft tumorigenesis mouse model decreased tumor growth. Altogether, these data provided a comprehensive view of the CELF1 mRNA regulatory network in oral cancer and suggests that CELF1 and/or its target mRNAs are viable candidates for therapeutic intervention.

## INTRODUCTION

The human genome consist of approximately 424 predicted RNA binding proteins (RBPs), and only a few have been extensively characterized for their role in cancer [1]. RBPs are critical regulators of co- and post- transcriptional gene expression and are capable of associating with both messenger RNAs and non-coding RNAs [2]. RBPs associate with their mRNA targets by binding to specific sequence motifs and/or recognizing distinct RNA secondary structures [3]. As a result, RBPs play major roles in mRNA metabolism including splicing, polyadenylation, capping, export, localization, translation and turnover [4, 5]. The RNA-binding activity and the expression level of RBPs can be rapidly modulated in response to external stimuli, via post-translational modifications [6]. Consequentially, deregulation of RBPs can lead to cancer progression. For example, the RBP HuR is implicated in tumorigenesis and tumor cell survival [7, 8]. SRSF1, a splicing factor, is phosphorylated in cancer and has been implicated in cellular transformation [9]. Lastly, AUF1 regulates epithelial-mesenchymal transition and modified AUF1 activity, promotes cancer progression in various tissues [10, 11]. Interestingly, altered expression of RBPs are noted in oral squamous cell carcinoma (OSCC) [8, 12, 13], raising the possibility that disruption of post-transcriptional regulation may contribute to oral cancer tumorigenesis.

CUGBP ­embryonic lethal abnormal vision-like family member 1 (CELF1) otherwise called CUGBP1, is a ∼50kDa member of the ELAV-like family of RNA binding proteins. Both biochemical and cell-based studies indicate that CELF1 preferentially binds to GU-rich elements (GREs) predominantly located in the 5′ and 3′ UTRs (untranslated regions) of mRNAs [14-17]. Bioinformatic analysis of the human transcriptome revealed that at least 5% of human transcripts contain GRE motifs and these mRNAs are involved in cellular functions such as: nucleic acid metabolism, protein modification and cell proliferation [18]. When CELF1 associates with its mRNA targets, it can influence their alternative splicing, translation and turnover [19-21]. CELF1 is primarily studied for its contributory role in myotonic dystrophy type 1 (DM1) disease progression [22-25] however, recent emerging evidences support CELF1 as a potential regulator of cancer progression [26-28]. In HeLa cells, Ribonucleoprotein Immuno-Precipitation-microarray (RIP-Chip) studies revealed that CELF1 associates with GRE containing mRNAs, that encoded proteins involved in apoptosis, cell proliferation and cell motility [17]. In Non-Small Cell Lung Cancer (NSCLC), CELF1 protein expression correlates with poor patient survival [26, 29]. In addition, reduction of CELF1 using siRNA in lung cancer cells decreased the proliferative rate and the capacity of the lung cancer cells to form colonies [29, 30]. Lastly, we have observed in head and neck cancer, that CELF1 protein is over expressed in human squamous cell carcinoma cell lines and tissue specimens in comparison to normal epithelium [27]. Moreover, reduction of CELF1 in oral cancer cells decreased cell growth and increased apoptosis, suggesting that CELF1 may be an important regulator of oral cancer progression [27].

High throughput sequencing cross-linked immunoprecipitation (HITS-CLIP) and RIP-Chip CELF1 studies have identified CELF1 nucleotide recognition sequences and CELF1 associated mRNA targets [14, 17, 31, 32]; however, the CELF1 positively and negatively controlled mRNAs and the CELF1-mediated alternative splicing events in cancer remains to be determined. Therefore, we set out to identify the CELF1 regulatory network in oral cancer cells. Using next generation sequencing (RNA-seq) we identified 1283 CELF1 regulated mRNAs in oral cancer cells associated with cell proliferation, angiogenesis and signal transduction. In addition, we determined that CELF1 promoted the alternative splicing of 282 pre-mRNAs. In an inducible shRNA xenograft mouse model, we demonstrated that the loss of CELF1 expression resulted in reduced tumor burden. Finally, overexpression of CELF1 in immortalized human oral keratinocytes enhanced cell survival to oxidative damage and augmented EGFR signaling. Altogether, these data support CELF1 as a major contributor to oral squamous cell carcinoma tumorigenesis.

## RESULTS

### CELF1 influences the expression of hundreds of mRNAs encoding proteins involved in tumor growth and malignancy

As CELF1 is known to control post-transcriptional gene expression [19-21], we expect that deletion of CELF1 would perturb gene expression, through either positive or negative regulation of target mRNA expression. To elucidate the post-transcriptional regulation of CELF1 in oral cancer progression, we sequenced total RNA isolated from UMSCC-74B cells 48 hrs post transfection with control or siRNA targeting CELF1. 

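RNA was taken from UMSCC-74B, an established human cell line of oral squamous cell carcinoma, 48 h after transfection with 20 nM of a control siRNA or of an siRNA against CELF1. There was 1 library per condition, so no difference between the libraries has a replicate check, and no p-value or error could be computed for it. The authors filtered the paired-end reads with SeqQC, aligned them to the human genome (hg19) with TopHat 0.1.0, estimated transcript levels with cufflinks as fragments per kilobase of transcript scaled to the size of the library (FPKM), and compared the libraries with cuffdiff 1.1.0. Their table of all transcripts gives the FPKM of 25745 RefSeq transcripts under 15330 gene symbols, which sum to 267827 FPKM in the control siRNA library and to 269494 FPKM in the CELF1 siRNA library. The 10 most abundant genes took 4.33% of that sum with control siRNA and 4.13% with CELF1 siRNA. The number of reads behind these values is unknown. Among 851 single-transcript genes above 0 and below 0.05 FPKM in both libraries, the commonest ratio of the values corresponds to a CELF1 siRNA library 1.22 times as deep as the control siRNA library, but only 41.4% of the genes lay within 0.075 log2 of a ratio of 1 to 3 fragments at that depth, so reads were not recovered. In the table, 5873 transcripts are listed at 0 in both libraries and 1623 in 1 library.

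For the values given here, the FPKM of all transcripts of a gene symbol were added, with CUGBP1, the older symbol, counted as CELF1. The change of a gene is log2((CELF1 siRNA + 1)/(control siRNA + 1)), a scale that understates the change of low genes. A gene is called measured where its mean FPKM in the 2 libraries was at least 1, and higher or lower where its total differed by at least 2-fold on that scale. Counts of gene totals by 2-fold or 1.5-fold use that scale, while folds given for single genes are ratios of FPKM without a pseudocount. Across the 8940 measured genes, which are not independent replicates, Spearman's rho between the libraries was 0.983. Genes were also grouped in 32 lists, and the median of each list is given with its percentile among 10000 random lists of the same size matched on mean expression, which describes these 2 libraries only. The second deposited table, the authors' list of significant transcripts, mixes 2 sets of values. In 837 of its 1283 rows both FPKM equal those in the table of all transcripts within a relative tolerance of 0.0001, and in 446 rows they do not.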

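CELF1 itself was 6.18-fold lower without a pseudocount in the CELF1 siRNA library, at 5.28 FPKM against 32.6 FPKM with control siRNA (log2 ratio -2.42), and all 5 of its transcripts were lower. The gene lies on chromosome 11 of GRCh37 (hg19) from 47487485 to 47587121 on the minus strand. Few other gene totals in the table of all transcripts differed as much. That table lacks the transcripts of 119 rows of the authors' deposited list, so their changes are not counted here. Of 8940 measured genes, 14 were at least 2-fold higher and 39 at least 2-fold lower with CELF1 siRNA, and 8619 (96.4%) lay within 1.5-fold. Of these calls, 4 higher and 12 lower genes belong to the GAGE and SPANX families of near-identical cancer-testis genes, whose reads cannot be assigned to 1 copy with certainty, and the 4 higher genes are listed at 0 with control siRNA and 9 of the lower genes at 0 with CELF1 siRNA.

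The lower genes included those of secreted cytokines, a tetraspanin and an ion exchanger. IL1B, which encodes the cytokine interleukin-1β, was 7.27-fold lower (109 FPKM with control siRNA and 15.0 FPKM with CELF1 siRNA). CSF2, which encodes the growth factor GM-CSF, was 3.46-fold lower (26.1 and 7.55 FPKM). The tetraspanin gene TSPAN4 was 4.53-fold lower (69.3 and 15.3 FPKM), the sodium/hydrogen exchanger gene SLC9A6 6.54-fold lower (7.42 and 1.13 FPKM) and GLE1, whose product acts in mRNA export, 2.96-fold lower (25.2 and 8.52 FPKM). DNAJC25-GNG10 had a log2 ratio of -2.48, but it overlaps GNG10, which went from 17.3 to 30.7 FPKM, so the reads of this pair cannot be told apart with certainty.

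The higher genes included those of proteases, of a protease inhibitor and of matrix proteins. SERPINE2, a serine protease inhibitor gene, was 3.34-fold higher (13.4 FPKM with control siRNA and 44.8 FPKM with CELF1 siRNA). The metalloproteinase gene ADAM12 was 3.16-fold higher (1.91 and 6.04 FPKM), SPARC, a matrix glycoprotein gene, 2.18-fold (31.5 and 68.6 FPKM), COL7A1, the type VII collagen gene, 2.11-fold (16.5 and 34.8 FPKM), PAPPA2 2.25-fold (8.67 and 19.5 FPKM) and the protease gene PRSS23 2.10-fold (33.2 and 69.6 FPKM). POLE3 (log2 ratio 1.10), SLC6A9 (1.08) and the metallothionein gene MT1E (1.24), which may share reads with its paralogs, were also higher, while its paralog MT1X was 2.47-fold lower (22.2 and 8.98 FPKM). MYC was at 153 FPKM with control siRNA and 145 FPKM with CELF1 siRNA.

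The authors' deposited list of significant transcripts counts transcripts and not gene totals. Of its 1283 rows, which carry 1173 gene symbols, 611 are higher and 672 lower with CELF1 siRNA in the authors' deposited table. Of these, 245 are at least 2-fold higher and 358 at least 2-fold lower in the authors' deposited table. The 837 rows whose values are those of the table of all transcripts cover 603 measured genes, and the total of 366 of these genes (60.7%) lay within 1.5-fold between the libraries. With a pseudocount of 0.1 FPKM in place of 1 FPKM, 44 gene totals were at least 2-fold higher and 61 at least 2-fold lower.

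**Figure D1:**
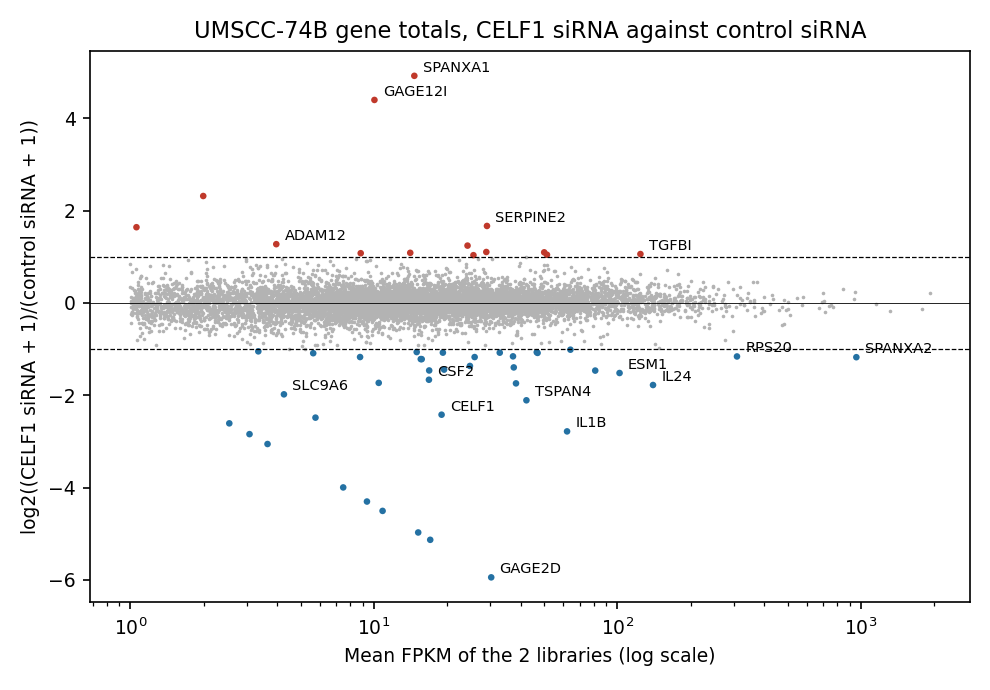
Change of each of the 8940 measured genes, log2((CELF1 siRNA + 1)/(control siRNA + 1)), against its mean FPKM in the 2 UMSCC-74B libraries on a log scale, 1 point per gene. Dashed lines mark 2-fold, the 14 genes above and 39 genes below them are red and blue, and the points at the far ends are GAGE and SPANX copies listed at 0 in 1 library.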

Differential gene expression analysis, determined that the relative levels of 1283 mRNA transcripts corresponding to 1174 genes were significantly affected by CELF1 protein expression (Figure 1A and Table S1). As our analyses have identified both direct and indirect mRNA targets of CELF1, next, we analyzed the 3′UTRs of our 1174 genes for the presence of GREs. We searched the 3′UTRs for the heptamer sequence TGTXTGT (X = any nucleotide) shown to specifically interact with high affinity to CELF1 *in vitro* [33] and the top 20 hexamer sequences enriched in the 3′UTRs of CELF1 controlled mRNAs identified in C2C12 cells [14]. 

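The heptamer occurred in the 3′UTR of most genes with a transcript on the authors' deposited list of significant transcripts. In GENCODE release 44 on GRCh37, 1148 of these genes have an annotated 3′UTR, and 24 have no annotated 3′UTR or no match by symbol. The longest 3′UTR of 640 of the 1148 genes held TGTNTGT (55.7%, exact Clopper-Pearson 95% confidence interval 52.8% to 58.6%). Counting only TGTGTGT and TGTATGT, the 2 forms that Table S2 lists, 455 genes held one (39.6%, interval 36.8% to 42.5%).

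Other genes matched to the listed ones held the heptamer slightly more often, a difference inside the central 95% of draws in some settings. Among the 1021 searched genes that are in the table of all transcripts, 56.6% held TGTNTGT, and the median of 10000 draws of other genes matched on mean expression was 59.3% (central 95% of draws 56.5% to 62.1%), with the listed genes at percentile 2.84. With 3′UTR length matched as well, the draws had a median of 59.4% (57.1% to 61.6%), and the listed genes were at percentile 0.83. With the 2 forms of Table S2 the listed genes were at 40.5% and the draws matched on length and expression at 42.4% (percentile 6.12). With any annotated 3′UTR of a gene, TGTNTGT was in 60.3% of the listed genes and in 61.8% in the draws matched on length and expression (percentile 9.22).

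As examples, MAPK3, which encodes the kinase ERK1, has 1 site in the 3′UTR of ENST00000263025, on chromosome 16 of GRCh37 from 30125525 to 30125531 (TCGCTGCTTCTGTGTGTGGTGAGCAGA, minus strand, with 10 bases on either side). The chemokine genes CXCL1 and CXCL3 each have a TGTATGT, on chromosome 4 from 74736694 to 74736700 (GGCAGGGGAATGTATGTGCACATCTGT, plus strand) and from 74902556 to 74902562 (GGTAAGGGAATGTATGTACACATCTAT, minus strand). No TGTNTGT was found in the longest annotated 3′UTR of IL8, IL24, CCL20, CCNA1, KLF4, ID2, PRSS21, TIMP4 or MMP1. The 5′UTRs and the paper's hexamers were not searched, so this does not show a lack of CELF1 sites. By immunoprecipitation the paper reports IL8, IL24, CCNA1 and TIMP4 mRNA enriched with CELF1, and CCL20, KLF4 and MMP1 mRNA not associated with it. It also reports ESM1 mRNA enriched, and the longest 3′UTR of ESM1 held TGTATGT, TGTGTGT and TGTTTGT.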

Overall, we have observed 86% (1009/1174) of genes contain at least 1 hexamer sequence and 41% (481/1174) of genes contain at least 1 heptamer sequence in their 3′UTR (Table S2). 

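Inflammatory cytokine and chemokine genes had a lower level as a group with CELF1 siRNA. Of 24 genes on this list, 15 were measured, all 15 had a lower FPKM with CELF1 siRNA and 6 were at least 2-fold lower, with a median log2 ratio of -0.90 (percentile 0 of the random lists). With no filter, the median over all 19 listed members was -0.53. IL24, a cytokine of the IL-10 family, had a log2 ratio of -1.78, the chemokine gene CCL20 -1.74 and the chemokine gene CXCL3 -1.47. Of the members of the term cytokine-cytokine receptor interaction that the study listed, 16 were measured, 13 had a lower FPKM and 6 were at least 2-fold lower. The study chose these members on the same libraries, so their direction is not independent evidence. The list of inflammatory genes is not independent either. It was fixed after values in the paper's tables, which hold several of its genes, had been read. The list of EGFR and its ligands, with 10 genes, had 6 measured members and a median log2 ratio of 0.037 (percentile 66.6). BTC, which encodes betacellulin, went from 1.71 to 4.26 FPKM, EREG from 146 to 147 FPKM, AREG from 1.83 to 1.56 FPKM, EGF from 3.21 to 3.53 FPKM and HBEGF from 1.99 to 2.12 FPKM. EGFR itself went from 17.7 to 15.4 FPKM.

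Among 13 measured genes of CELF, MBNL and other RNA-binding regulators, CELF1 was the 1 gene at least 2-fold lower and none was higher (median log2 ratio -0.031, percentile 22.4). CELF2, listed as CUGBP2, went from 18.4 to 14.1 FPKM, MBNL2 from 16.1 to 13.0 FPKM and HNRNPD, which encodes the AU-rich element binding protein AUF1, from 201 to 162 FPKM. Of 20 measured genes of kinases and kinase subunits of the MAPK and PI3K-AKT pathways, 1 was at least 2-fold lower and none higher (median log2 ratio 0.055, percentile 76.0). This was MAPK3, at 28.9 FPKM with control siRNA and 9.98 FPKM with CELF1 siRNA, 2.89-fold lower. MAPK9 went from 16.3 to 12.3 FPKM, MAP2K4 from 11.7 to 15.6 FPKM and PIK3R1 from 6.46 to 8.66 FPKM.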

Gene ontology (GO) molecular function enrichment analysis using the cytoscape plugins Cluepedia and ClueGO, revealed that the CELF1 regulated mRNAs in oral cancer cells are involved in cellular activities that include RNA binding, receptor binding and kinase activity (Figure 1B) [34-36]. In addition, the positively and negatively controlled mRNA targets were significantly over represented in biological terms describing roles in cell adhesion, cell proliferation and angiogenesis (Figure 1C and Table S3). Moreover, the identified mRNAs encoded proteins that were enriched in several biological pathways that play critical roles in cancer progression such as: kinase signaling, cytoskeleton regulation and apoptosis (Figure 1C and Table S3). 

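Integrin and hemidesmosome genes had a higher level as a group in the CELF1 siRNA library. Of 13 measured members, 9 had a higher FPKM and 4 a lower one, none by 2-fold, with a median log2 ratio of 0.34 (percentile 100 of the random lists). ITGB3 went from 12.4 to 19.5 FPKM, ITGB5 from 22.7 to 33.2 FPKM and ITGA5, a subunit of the fibronectin receptor, from 136 to 178 FPKM. All 6 measured members of the study's term integrin cell surface interactions had a higher gene total. TNC, which encodes the matrix protein tenascin C, was the largest of these (27.8 and 56.1 FPKM, log2 ratio 0.99). In the authors' deposited table, by their most changed transcript, 4 of the 8 members of this term are higher and 4 lower. ITGB1, counted there as lower, has listed transcripts in both directions: its total went from 216 to 277 FPKM, while its transcript NM_033668 went from 62.1 to 7.14 FPKM and NM_133376 from 16.2 to 59.2 FPKM. Of 14 measured metalloproteinase and inhibitor genes, 11 had a higher FPKM (median log2 ratio 0.21, percentile 99.8). BMP1 went from 2.44 to 4.87 FPKM, and the collagenase gene MMP1 was 2.47-fold lower (22.4 and 9.06 FPKM). Cell-cell junction genes had a median near 0 (9 measured, log2 ratio 0.059, percentile 73.7), with PKP3 at 3.14 and 5.26 FPKM, F11R at 2.97 and 1.92 FPKM, OCLN at 1.37 and 0.88 FPKM and CLDN1 at 7.53 and 6.12 FPKM.

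Proliferation markers had a slightly lower level, with 19 of 25 measured genes lower, none by 2-fold, and a median log2 ratio of -0.10 (percentile 0.4). CENPA, the centromeric histone H3 gene, went from 17.6 to 12.5 FPKM, CDK1 from 4.88 to 3.40 FPKM, MAD2L1 from 57.3 to 44.2 FPKM and MCM2, a subunit of the replicative helicase, from 69.5 to 57.5 FPKM. Histone genes of the replication-dependent type, which are induced in S phase, had a median log2 ratio of -0.35 (29 measured, percentile 0), with HIST1H2BL at -1.05, HIST1H1E at -0.92, HIST1H2BO at -0.84 and HIST2H4A at -0.84. At a mean FPKM of at least 5, however, their 8 remaining members had a median of 0.16, and with no filter the 60 listed members had a median of -0.079. Of the 15 measured members of the study's term G1/S transition of mitotic cell cycle, 10 had a lower FPKM and 3 were at least 2-fold lower, the cyclin gene CCNA1 (16.6 and 4.31 FPKM, 3.86-fold), PIM1 (8.03 and 3.24 FPKM) and PID1 (86.1 and 42.2 FPKM). Without a pseudocount FHL1 was also 2.24-fold lower and ID2 2.03-fold higher. The term positive regulation of mitosis had 4 measured members, all with a lower FPKM.

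Of 14 measured angiogenic factor genes, 9 had a lower FPKM and 1 was at least 2-fold lower (median log2 ratio -0.13, percentile 1.76, and -0.097 over the 11 with a mean FPKM of at least 5). This was ESM1, which encodes the endothelial proteoglycan endocan (152 and 52.3 FPKM, 2.90-fold lower). FGF2 went from 36.2 to 26.6 FPKM, EFNB2 from 10.3 to 17.3 FPKM and THBS1 from 1.01 to 1.59 FPKM. The study's term angiogenesis had 23 measured members, 14 with a lower and 9 with a higher FPKM. Of these, 3 were at least 2-fold lower (IL1A, IL1B and ESM1) and 1 higher (TGFBI) with a pseudocount of 1 FPKM. Without it EPHB2 (2.05-fold) and KLF4 (2.04-fold) were also over 2-fold higher. IL1A was at 45.0 FPKM with control siRNA and 20.8 FPKM with CELF1 siRNA. Over all the study's terms described here and for the other processes it names, 13 of 88 measured members were at least 2-fold changed and 52 lay within 1.5-fold, and the study chose the members on these libraries. With a pseudocount of 0.1 FPKM, 20 of these members were at least 2-fold changed. The paper states from its enrichment analysis that mRNAs controlled by CELF1 have roles in adhesion, proliferation and angiogenesis.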

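Most measured members of the kinase signaling terms lay within 1.5-fold. In the study's term regulation of MAP kinase activity, 9 of 13 measured members had a lower gene total, 8 lay within 1.5-fold and 3 were at least 2-fold lower. These were MAPK3, IL1B and IL1RN, the interleukin-1 receptor antagonist gene (26.4 FPKM with control siRNA and 12.0 FPKM with CELF1 siRNA). The PI3K-Akt signaling pathway had 12 measured members, 7 with a lower and 5 with a higher FPKM, of which 7 lay within 1.5-fold. MAPK3 was the 1 member at least 2-fold changed with a pseudocount of 1 FPKM, and without it TNC was 2.02-fold higher.

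Cytoskeletal genes differed little by gene total. Of 30 measured actin regulators, 22 had a higher and 8 a lower FPKM, none by 2-fold (median log2 ratio 0.064, percentile 83.5). GSN, which encodes the actin-severing protein gelsolin, went from 5.91 to 3.39 FPKM, ENAH from 5.70 to 3.62 FPKM, TPM1 from 19.4 to 28.6 FPKM and TMSB4X, a thymosin gene, from 90.1 to 125 FPKM. The study's term actin polymerization or depolymerization had 7 measured members, none at least 2-fold changed by gene total. In the authors' deposited table, by their most changed transcript, 3 of its 10 members are higher and 7 lower, and 5 have the other set of values. ARPC2, a subunit gene of the Arp2/3 complex, had the same total in both libraries (167 FPKM), while the authors' deposited table lists a transcript of it at 45.8 FPKM with control siRNA and 13.0 FPKM with CELF1 siRNA.

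The measured apoptosis genes that were at least 2-fold changed were lower. The 17 measured apoptosis promoting genes, none of them 2-fold changed, had a median log2 ratio of 0.027 (percentile 56.1), with the executioner caspase genes CASP7 at 16.9 and 31.1 FPKM and CASP3 at 19.3 and 28.0 FPKM, and with APAF1 at a log2 ratio of -0.41 and FAS at 0.39. Of 8 measured apoptosis inhibiting genes, 1 was at least 2-fold lower (median log2 ratio -0.074, percentile 16.1). This was BCL2A1, an NF-κB target (36.2 and 13.4 FPKM, 2.69-fold lower). BIRC3 went from 7.24 to 5.33 FPKM, BIRC2 from 17.8 to 23.3 FPKM, and MCL1 was at 118 FPKM in both libraries, with BAG1, CFLAR, BCL2L2 and XIAP at log2 ratios of 0.19, -0.11, -0.083 and -0.065. In the study's term apoptosis, 2 of 6 measured members were at least 2-fold lower, IL1A and IL1B. In the term extrinsic apoptotic signaling pathway, 3 of 9 were at least 2-fold lower, CSF2, IL1A and IL1B, and without a pseudocount IL12A was also 2.22-fold lower.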

Because several studies have identified the CELF1-transcriptome in multiple cell types, we sought to determine if CELF1 had a specific function in OSCC. We utilized the program ToppCluster [37] to identify shared as well as distinct CELF1 mediated biological processes amongst the various cell types. 

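In the table of all transcripts, genes of mRNA translation and of nonsense mediated decay had nearly the same gene totals in both libraries. Of 79 cytosolic ribosomal protein genes on the list, only 57 are in that table. Several of these have totals far below the FPKM of the authors' list, as described below, so unchanged totals leave a drop open. Of the 57, all measured, 26 had a higher and 31 a lower FPKM, and 1 was at least 2-fold lower (median log2 ratio -0.012, percentile 12.9). This was RPS20, at 428 FPKM with control siRNA and 191 FPKM with CELF1 siRNA. RPS18 went from 21.2 to 10.8 FPKM, RPS10 from 112 to 59.7 FPKM and RPS15A from 107 to 63.5 FPKM. The 27 measured translation initiation factor genes had a median log2 ratio of -0.0098 (percentile 20.7) and none was 2-fold changed. EIF4A2 went from 81.8 to 68.5 FPKM and EIF4G2 from 236 to 269 FPKM, with EIF2B1 at a log2 ratio of 0.18 and EIF3I at -0.18. Factors of nonsense mediated decay had a slightly higher level, with 9 of 11 measured genes higher, none by 2-fold, and a median log2 ratio of 0.17 (percentile 98.1). The helicase cofactor gene UPF2 went from 14.6 to 17.6 FPKM, SMG7 from 34.0 to 41.1 FPKM, SMG5 from 36.7 to 42.3 FPKM and RBM8A, an exon junction complex gene, from 8.99 to 10.5 FPKM.

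The authors' deposited list of significant transcripts shows another picture for the ribosomal proteins. It holds 26 rows of 25 ribosomal protein genes, 23 of them lower and 3 higher with CELF1 siRNA in the authors' deposited table. Of these, 18 rows carry FPKM other than those in the table of all transcripts, and all 18 are lower, with a median log2 ratio of -1.05 in the authors' deposited table. RPS28 is listed there at 4026 FPKM with control siRNA and 1218 FPKM with CELF1 siRNA, and RPL24 at 2301 and 1026 FPKM by the authors' deposited table. Of these 18 genes, 11 are measured in the table of all transcripts, with a median log2 ratio of -0.045 (-0.57 to 0.45) by gene total, but at far lower levels. RPL24 has 9.02 and 12.7 FPKM there, and for the 11 genes the listed FPKM with control siRNA was a median of 35.5 times the gene total in the table of all transcripts. The study's term for nonsense mediated decay is made up largely of such genes. Of its 13 members, 11 are lower and 2 higher by their most changed transcript in the authors' deposited table, and 10 of the 13 members are listed only with the other set of values. By gene total none of its 10 measured members was 2-fold changed.

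**Figure D2:**
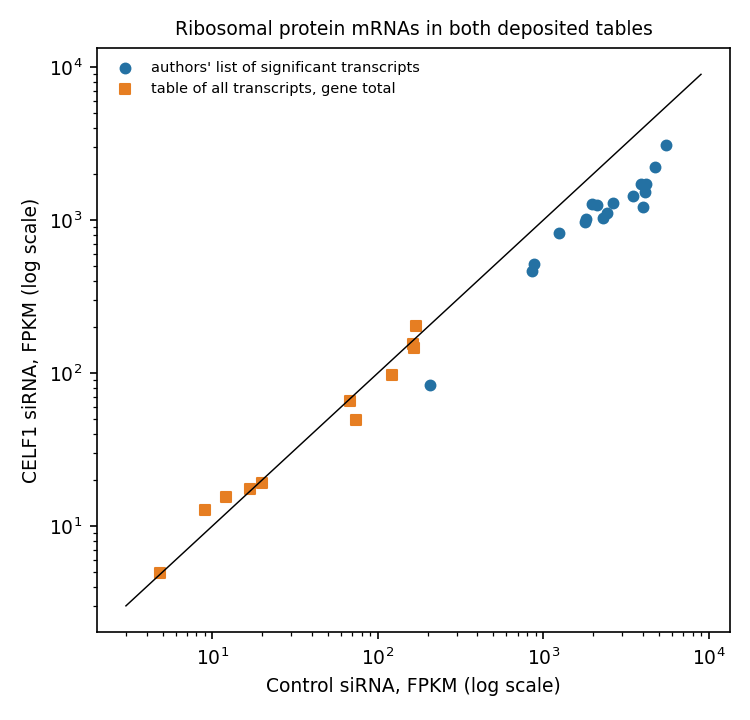
FPKM of ribosomal protein mRNAs with CELF1 siRNA against control siRNA, both on log scales, with the line of equal values. Circles are the 18 rows of the authors' deposited list whose values differ from the table of all transcripts, all under the line, and squares the gene totals of the 11 that the table of all transcripts measures, on either side of it.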

Compared to the CELF1 associated and controlled mRNA transcripts in T cells [31], HeLa cells [17], C2C12 cells [14], mouse muscle tissue and mouse cardiac tissue [38], CELF1 regulated mRNAs in OSCC are enriched in the biological processes related to mRNA translation and pathways involved in nonsense mediated decay (Table S4). Conversely, shared biological processes between the studies include, but are not limited to, regulation of cell death and cell cycle (Table S4). Although, this comparison is not ideal as previous CELF1 sequencing studies were mainly RIP-seq experiments, our analysis provides a preliminary assessment of a CELF1 specific function in OSCC.

**Figure 1:**
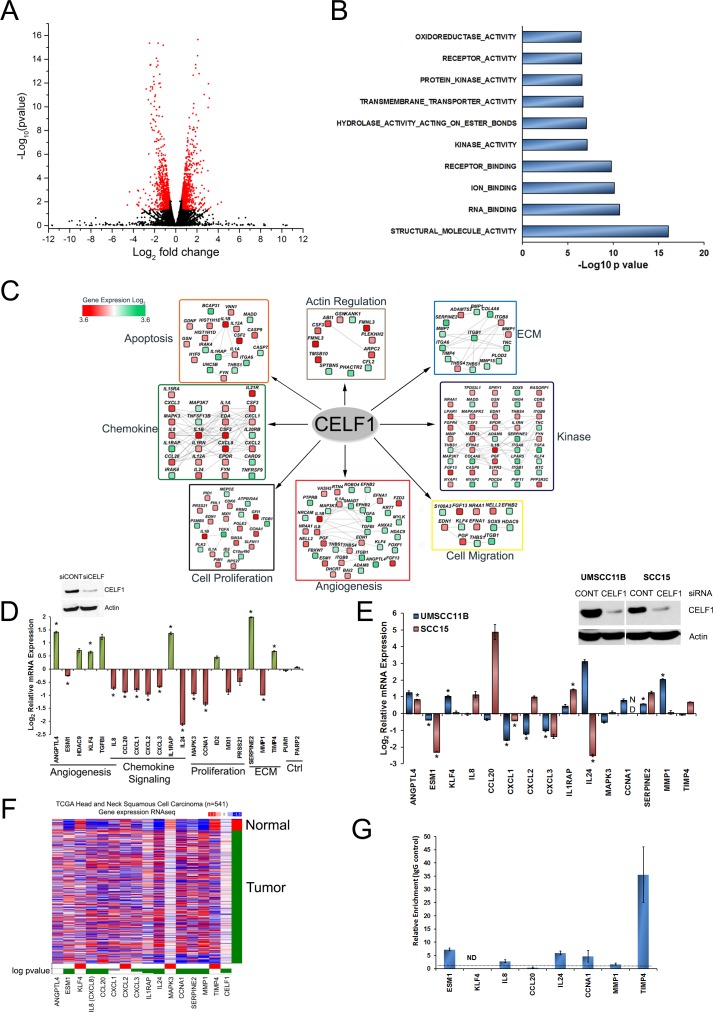
Next generation sequencing (RNA-seq) identifies novel targets regulated by CELF1 **A.** Volcano plot of the 1283 significant differentially regulated mRNA transcripts (shown in red). **B.** GO (gene ontology) significantly enriched molecular function analysis of CELF1 controlled mRNAs. **C**. Biological process enrichment analysis of up (red) and down (green) CELF1 regulated transcripts. **D.** Validation of RNA-seq mRNA targets using qRT-PCR as a function of CELF1 expression. Down regulated transcripts (red); up regulated transcripts (green); neutral transcripts (gray). Bars represent mean ± SE; *N* = 3. *p value < 0.05. **E.** Validation of RNA-seq mRNA targets using qRT-PCR as a function of CELF1 expression in UMSCC-11B and SCC15 OSCC cell lines. Bars represent mean ± SE; *N* = 3. **p value < 0.05. **F.** Analysis of mRNA levels for the 15 validated mRNA targets using UCSC cancer genomics browser. TCGA HNSCC datasets were normalized and represented as a heatmap. Red: up regulated; blue: down regulated. Targets significantly upregulated in normal tissues (red); significantly upregulated in tumor tissues (green). Wilcoxon statistical analysis. **G.** Ribonucleoprotein immunoprecipitation (RNP-IP) of CELF1 associated mRNAs quantified using qRT-PCR. ND: Not detected in CELF1 immunolysates.

To confirm our transcriptome analysis, we used the following criteria to select a subset of mRNAs for validation by qRT-PCR: (1) the mRNA transcripts exhibited a greater than 2-fold differential expression between control and CELF1 knockdown cells, (2) a putative GRE sequence was present in either the 5′ or 3′ UTR and (3) the mRNA transcripts encoded proteins that have significant biological role in cancer. Based on these criteria, we chose to measure the relative mRNA expression of eight up regulated, twelve down regulated and two neutral target mRNAs using transcript specific primers (Table S5). 

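The genes of this panel were chosen on these 2 libraries, so their direction is not independent evidence. Of the 20 targets, 19 are in the table of all transcripts, and 17 had the direction of Table S5 by gene total, all 12 of the down regulated and 5 of the 8 up regulated targets. Several down regulated targets encode inflammatory mediators. The neutrophil chemokine gene IL8 was at 673 FPKM with control siRNA and 341 FPKM with CELF1 siRNA (log2 ratio -0.98), CXCL2 at 186 and 99.6 FPKM (-0.90) and CXCL1 at 275 and 199.7 FPKM (-0.46). Among the up regulated targets, KLF4, which encodes an epithelial transcription factor, was at 7.66 and 15.6 FPKM (log2 ratio 0.94). By gene total with a pseudocount of 1 FPKM, 9 targets were at least 2-fold changed, 2 up (SERPINE2 and TGFBI) and 7 down. Without a pseudocount KLF4 (2.04-fold), ID2 (2.03-fold) and TIMP4 (2.04-fold) were also over 2-fold higher.

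Table S5 gives transcripts, and these did not always follow the gene. Of its 26 target transcripts 25 are in the table of all transcripts, all 25 with the direction of Table S5 and 21 of them at least 2-fold changed without a pseudocount. IL1RAP, which encodes the interleukin-1 receptor accessory protein, went from 6.24 to 4.98 FPKM in total (log2 ratio -0.27). Its transcript NM_002182 went from 0.768 to 2.93 FPKM, while NM_134470 went from 2.33 to 0.495 FPKM and NM_001167929 from 2.60 to 0.692 FPKM. ANGPTL4, an angiopoietin-like gene, is not in the table of all transcripts, and the authors' deposited table of significant transcripts gives it 1.33 FPKM with control siRNA and 5.80 FPKM with CELF1 siRNA. The neutral gene PUM1, which encodes the RNA-binding protein Pumilio 1, was at 32.7 FPKM in both libraries.

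**Figure D3:**
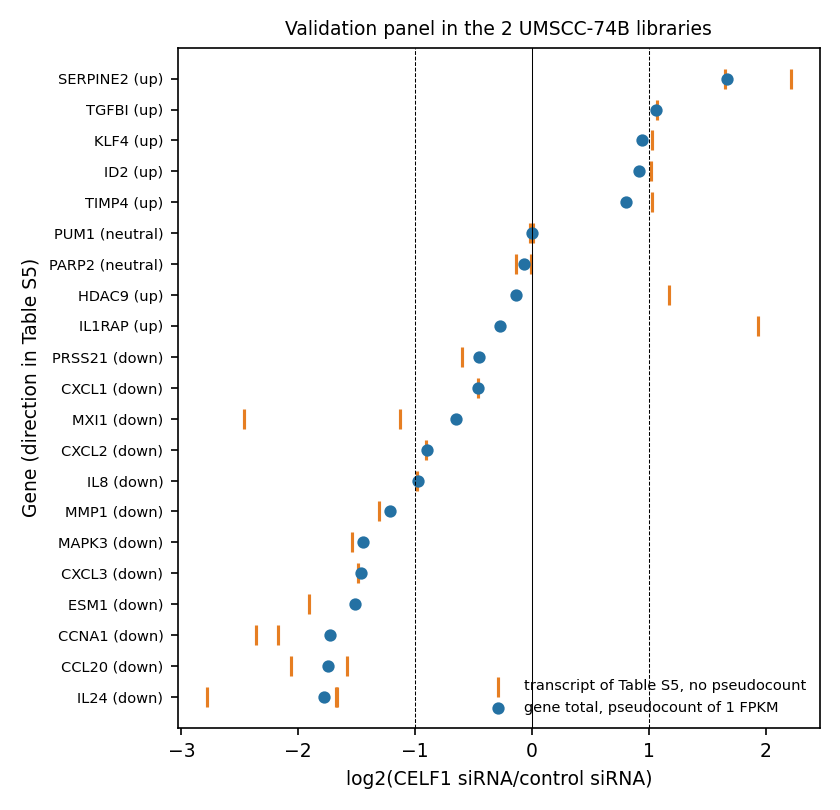
log2 ratio of CELF1 siRNA to control siRNA for the 19 panel targets and 2 neutral genes in the table of all transcripts, circles for gene totals with a pseudocount of 1 FPKM and bars for the transcripts of Table S5 without a pseudocount. Dashed lines mark 2-fold, and HDAC9 and IL1RAP have their circle below 0 and their bar above it.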

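TIMP4, an inhibitor of matrix metalloproteinases, lies on chromosome 3 of GRCh37 (hg19) from 12194568 to 12200412 on the minus strand. Its 1 transcript in the table, NM_003256, was at 2.62 FPKM with control siRNA and 5.33 FPKM with CELF1 siRNA, 2.04-fold higher without a pseudocount and 0.81 on the log2 scale with a pseudocount of 1 FPKM. IL24, on chromosome 1 from 207070788 to 207077484 on the plus strand, was 3.47-fold lower in total (217 and 62.7 FPKM). All 4 of its transcripts were lower. The most abundant, NM_006850, was at 134 and 42.1 FPKM, NM_001185157 at 47.6 and 14.9 FPKM and NM_001185156 at 34.9 and 5.08 FPKM. PARP2, which encodes a poly(ADP-ribose) polymerase and lies on chromosome 14 from 20811774 to 20826063 on the plus strand, had a log2 ratio of -0.07 (47.2 and 44.9 FPKM). Its transcripts NM_001042618 and NM_005484 were at 23.6 FPKM each with control siRNA and at 21.4 and 23.5 FPKM with CELF1 siRNA.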

As an example, the RNA-seq read counts of *TIMP4* (up regulated), *IL24* (down regulated) and *PARP2* (unchanged) mRNAs are shown in Figure S1A. Our qRT-PCR analysis confirmed that 75% (15/20) of the mRNA targets chosen for validation were regulated by CELF1 (Figure 1D). Although 5 mRNA targets (*HDAC9*, *TGFBI, ID2*, *MXI1* and *PRSS21*) did not exhibit statistically significant changes in expression, due to experimental variation, the trend in their relative mRNA levels were similar to fold change values observed in our RNA-seq analysis. 

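In the RNA-seq libraries these 5 genes were not alike. TGFBI, which encodes a matrix protein induced by TGF-β, was 2.10-fold higher with CELF1 siRNA (80.2 FPKM with control siRNA and 168 FPKM with CELF1 siRNA). ID2, an inhibitor of basic helix-loop-helix transcription factors, was at 6.13 and 12.4 FPKM (log2 ratio 0.91). HDAC9, a histone deacetylase gene with 9 transcripts in the table, was at 33.3 and 30.2 FPKM in total. Its transcript of Table S5, NM_178425, went from 1.56 to 3.53 FPKM and made up 4.69% of the total with control siRNA and 11.7% with CELF1 siRNA. MXI1, which encodes an antagonist of MYC, was at 29.2 and 18.2 FPKM in total (log2 ratio -0.65). Its transcripts NM_001008541 (6.58 and 1.19 FPKM) and NM_130439 (7.66 and 3.50 FPKM) were lower, and NM_005962, its most abundant, was at 15.0 and 13.5 FPKM. PRSS21, a serine protease gene, was at 10.9 and 7.72 FPKM in total, and its transcript NM_006799 at 6.65 and 4.40 FPKM in the table of all transcripts and at 21.6 and 9.58 FPKM in the authors' deposited table of significant transcripts.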

We have also measured mRNA expression of the 15 significant targets in UMSCC-11B and SCC-15 oral cancer cell lines treated with CELF1 siRNA, using qRT-PCR (Figure 1E). Seven out of 15 mRNAs in UMSCC-11B cells exhibited significant differential expression as a function of CELF1 protein levels. In addition, although not significant, three mRNA targets (*ANGPTL4*, CCL20 and *MAPK3*) displayed altered expression patterns similar to that observed in UMSCC-74B cells, as a function of CELF1 protein (Figure 1E). In SCC-15 cells five out of 15 mRNAs exhibited significant expression differences as a function of CELF1 protein levels. Also, three mRNAs *CXCL3, SERPINE2* and *TIMP4* although not significant displayed similar patterns of expression observed in UMSCC-74B cells. Thus, our RNA-seq data is an adequate representation of the CELF1 regulated transcriptome in oral cancer cells.

Our previous study determined that CELF1 protein and mRNA expression was elevated in HNSCC tumor samples compared to adjacent normal tissues [27]. Therefore, to establish if our panel of 15 CELF1 regulated mRNA targets in oral cancer cells were aberrantly expressed in human head and neck squamous cell carcinoma tumor tissue samples in comparison to normal specimens, we queried the TCGA (The Cancer Genome Atlas) HNSCC dataset using the UCSC cancer genomics browser [39]. *ESM1*, *IL8*, *CCL20*, *CXCL3*, *IL1RAP, IL24*, *CCNA1*, *SERPINE2* and *MMP1* mRNAs were down regulated in normal tissues in comparison to tumor samples (Figure 1F). Conversely, *KLF4*, *CXCL2, MAPK3* and *TIMP4* were up regulated in normal samples compared to tumor tissues (Figure 1F). In addition, CELF1 mRNA was elevated in tumor samples in comparison to normal tissues (Figure 1F). Collectively, these data suggest that the CELF1 regulated mRNAs may contribute to HNSCC development or progression. The remaining mRNA targets: *ANGPTL4* and *CXCL1* did not exhibit a dramatic alteration in mRNA expression (Figure 1F). Since, CELF1 mRNA and protein levels are known to be decreased in normal versus tumor tissues, the pattern of expression observed for *ESM1*, *KLF4*, *IL8*, *CCL20*, *IL24*, *CCNA1*, *TIMP4* and *MMP1* mRNAs, suggest that CELF1 may be a regulator of these targets in HNSCC. To investigate if CELF1 controls *ESM1*, *KLF4*, *IL8*, *CCL20*, *IL24*, *CCNA1*, *TIMP4* and *MMP1* mRNAs through a direct or indirect interaction we performed ribonucleoprotein immunoprecipitation (RNP-IP) using UMSCC-74B cells as our model cell line and quantified the associated mRNAs using qRT-PCR. *ESM1*, *IL8*, *IL24*, *CCNA1* and *TIMP4* were enriched 7-fold, 3-fold, 6-fold, 5-fold and 35-fold respectively, in CELF1 immunolysates (Figure 1G and Figure S1B). However, *CCL20*, *KLF4* and *MMP1* were not associated with CELF1 compared to IgG control (Figure 1G and Figure S1B). These data suggest that CELF1 regulates the expression of *IL8*, *IL24*, *CCNA1* and *TIMP4* directly, yet *CCL20*, *KLF4* and *MMP1* regulation may occur through the interaction of CELF1 and an intermediary protein such as another RNA binding protein or forms a ribonucleoprotein complex with other proteins.

### CELF1 regulates alternative splicing in oral cancer cells

The complexity of the human proteome is derived from the splicing of ∼90% of the estimated 21,000 coding genes present in the human genome [40]. Poorly regulated alternative splicing events can cause the development of disease [41, 42]. In DM1, phosphorylation of CELF1 by PKC increased CELF1 protein levels and subsequently promoted CELF1 mediated splicing events [43]. Although it was determined that the splicing of the *IR* (insulin receptor), *cTnT* (cardiac tropinin T), *CLC-1* (chloride channel type 1) and *PKM* (pyruvate kinase) by CELF1 can promote insulin resistance, cardiac abnormalities and muscle wasting in DM1 disease [22-25], the identity of the CELF1 cancer associated pre-mRNA splicing targets remain elusive. Therefore, to investigate the role of CELF1 in cancer associated alternative splicing, we used our RNA-seq transcriptome data to analyze alternative splice variants in sicontrol and siCELF1 transfected oral cancer cells. The AltAnalyze software uses two algorithms to quantify alternative splicing events, ASPIRE and splicing index. ASPIRE determines alternative splicing events by comparing the levels of the alternatively expressed exons and exon-exon junctions. The splicing index algorithm derives alternative splicing events by normalizing single exon expression to total gene expression levels [44]. The AltAnalyze algorithms identified 315 alternative splicing events, which corresponded to 282 genes (Table S6). 

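The processed values give transcripts and not exons, so a change of splicing can be seen in them only as a change in the share of a gene's FPKM that a transcript takes. Of 2999 genes with several transcripts and a mean FPKM of at least 5, 85 (2.83%) had a transcript whose share changed by at least 20 percentage points between the libraries. Table S6 names 282 gene symbols, 226 of them in the table of all transcripts and 102 among these 2999 genes. Of the 102, 10 (9.80%) had such a change, against a median of 3 (central 95% 0 to 7) in 10000 draws of other genes matched on expression and number of transcripts. The claudin domain gene CLDND1 changed most, as NM_001040181 made up 78.6% of its FPKM with control siRNA and 28.4% with CELF1 siRNA. In MYL6, a myosin light chain gene, NM_021019 went from 20.8% to 53.0%, in the flippase gene ATP11C NM_001010986 from 48.4% to 82.6%, in the polarity gene SCRIB NM_182706 from 42.2% to 21.5% and in FYN, which encodes a Src family kinase, NM_002037 from 60.8% to 80.9%. The thresholds for this comparison were chosen after the data were examined, and there is 1 library per condition. Table S6 was made from the same libraries, so the overlap is not independent evidence of a change of splicing.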

The most prevalent alternative splicing event regulated by CELF1 was cassette exon skipping and inclusion (Figure 2A).

**Figure 2:**
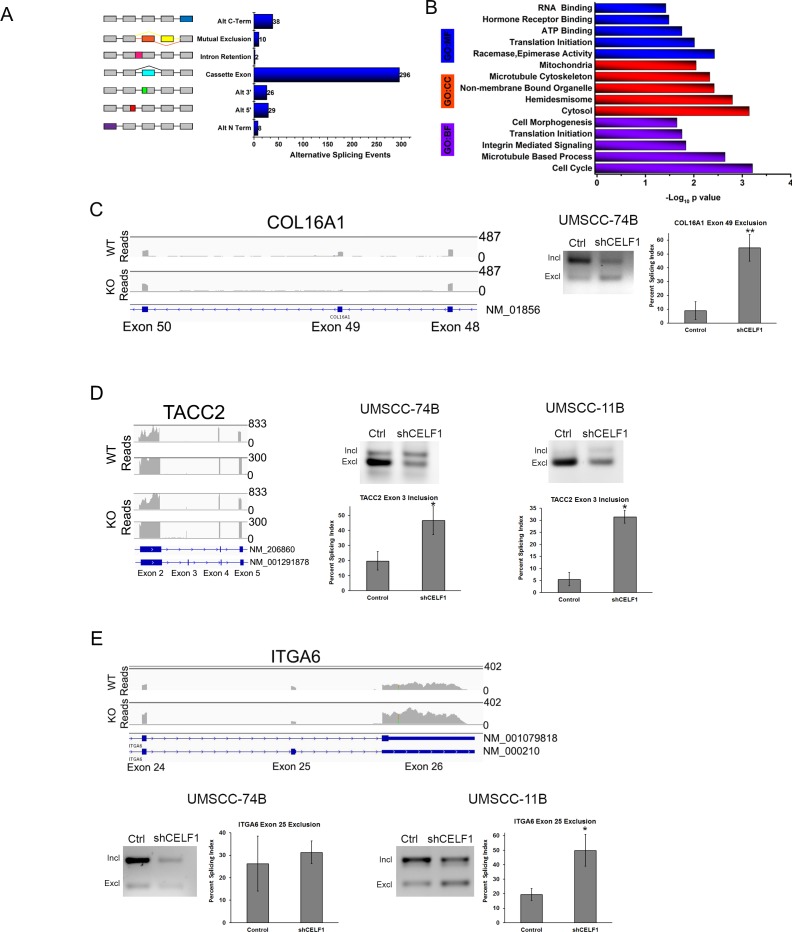
CELF1 protein expression affects alternative splicing **A.** Quantitation of CELF1 controlled alternative splicing events. **B.** Enrichment analysis of CELF1 regulated alternatively spliced genes. Illustration of alternative splicing of **C.** COL16A1 **D.** TACC2 **E.** ITGA6 using integrative genomics viewer. Numbers represent scale for transcript read counts. Scale for WT and KO reads are equivalent. Lower track represents zoomed in region for both TACC2 WT and KO reads. (Right) PCR agarose images of splicing events in UMSCC-74B and 11B oral cancer cells treated with control shRNA or CELF1 shRNA. Bar graph is quantitation of percent splicing index value. Data represented as mean ± SD; *N* = 3 **p value < 0.01; ***p value < 0.005.

The top three significantly over represented biological functions of the 282 splicing targets were regulation of the cell cycle, microtubule based processes and translation initiation (Figure 2B and Table S7). Interestingly, the role of CELF1 in cell proliferation has not been previously studied in depth; therefore, we focused on the CELF1 mediated alternative splicing events of three pre-mRNAs known to play a role in cell growth (*COL16A1*, *TACC2* and *ITGA6*). 

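By gene total these 3 genes were expressed in both libraries and none was 2-fold changed. COL16A1, on chromosome 1 of GRCh37 from 32117864 to 32169920 on the minus strand, was 1.39-fold higher with CELF1 siRNA. TACC2, on chromosome 10 from 123748678 to 124014060 on the plus strand, was at 17.0 FPKM with control siRNA and 17.6 FPKM with CELF1 siRNA. Its main transcript NM_206860 made up 92.2% of that total with control siRNA and 91.0% with CELF1 siRNA, and NM_206861 7.06% and 8.44%. ITGA6, on chromosome 2 from 173292082 to 173371187 on the plus strand, was at 5.48 and 8.89 FPKM (1.62-fold higher without a pseudocount).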

Most notably, compared to the expression of flanking exons in UMSCC-74B cells, CELF1 depletion caused a 5-fold increase in the exclusion of exon 49 in *COL16A1* (collagen type XVI), which encodes an extracellular matrix protein involved in oral cancer cell proliferation and glioma cell invasion (Figure 2C) [45, 46]. Unfortunately, we were unable to detect a PCR product for *COL16A1* in UMSCC-11B cells. 

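The table of all transcripts holds 1 transcript of COL16A1, NM_001856, at 9.69 FPKM with control siRNA and 13.5 FPKM with CELF1 siRNA (log2 ratio 0.44). Exon 49 of ENST00000373672, which has 71 exons, lies on chromosome 1 of GRCh37 from 32136203 to 32136247 on the minus strand. It is 45 bp long and all coding, with the sequence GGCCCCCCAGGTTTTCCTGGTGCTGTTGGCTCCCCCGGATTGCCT in the direction of the gene. The noncoding transcript of the gene has no row of its own in the table, so its level could not be compared. For the same reason the FPKM of NM_001856 cannot show the gain or loss of an isoform.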

The loss of exon 49 in *COL16A1* according to our analysis, results in increased expression of a *COL16A1* noncoding RNA product with the Ensembl transcript ID ENST00000488128 and a loss of expression of the APPRIS predicted principle isoform ENST00000373672 (NM_001856) in CELF1 knockdown cells. TACC2 is a member of the transforming acidic coiled coil family of proteins known to associate with centromeric microtubules and promote cell cycle progression [47]. In CELF1 reduced cells, inclusion of exon 3 in *TACC2* transcript, ENST00000369004, was increased approximately 2.0-fold and 6.0-fold in UMSCC-74B and UMSCC-11B cells, respectively, compared to control cells (Figure 2D). Exon 3 does not encode for any known protein domains; therefore, the effect of this *TACC2* splicing event on TACC2 protein and function is unknown. *ITGA6* (integrin alpha 6) is known to exist as two variants in mammalian cells, α6A and α6B [48]. The difference in these two variants is the expression of exon 25, which encodes a cytoplasmic integrin domain. 

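ITGA6 had a larger change of transcript shares than TACC2, while COL16A1 has 1 transcript in the table and so no share to compare. ITGA6 has 2 transcripts in the table of all transcripts. NM_000210 was at 3.26 FPKM with control siRNA and 2.09 FPKM with CELF1 siRNA, while NM_001079818 was at 2.22 and 6.79 FPKM. NM_001079818 made up 40.6% of the FPKM of the gene with control siRNA and 76.5% with CELF1 siRNA, from 1 library each. The annotation used here does not link these accessions to exons, so the shares are not assigned to α6A or α6B. Exon 25 of 26 in ENST00000409532 lies on chromosome 2 of GRCh37 from 173366500 to 173366629 and is 130 bp long. Its sequence is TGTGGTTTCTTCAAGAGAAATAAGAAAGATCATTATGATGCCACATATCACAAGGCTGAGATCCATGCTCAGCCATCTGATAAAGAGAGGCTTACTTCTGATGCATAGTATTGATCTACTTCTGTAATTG.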

According to our RNA-seq data, the loss of CELF1 promoted the exclusion of exon 25 in *ITGA6* (Figure 2E) a regulator of cell motility, invasion and proliferation [49, 50]. Exclusion of exon 25 due to the loss of CELF1 protein could result in an ITGA6 protein with reduced signaling capacity in OSCC cells [50]. In UMSCC-11B cells treated with CELF1 shRNA, we measured ∼2.5 fold increase in the exclusion of exon 25 compared to control cells. However, we did not detect a significant difference in the formation of the *ITGA6* α6B variant (exon 25 excluded), by PCR in UMSCC-74B cells, in comparison to control. Lastly, we used the TCGA SpliceSeq database provided by MD Anderson Cancer Center [51], to determine if these splicing events were present in human HNSCC tumors. Our preliminary analysis suggests that there is a difference in expression, although modest, for the *COL16A1*, *TACC2*, and *ITGA6* CELF1-mediated splicing events in HNSCC tumors compared to normal samples (Figure S2).

### Suppression of CELF1 reduces tumor volume *in vivo*

To determine if CELF1 protein expression affected tumor growth *in vivo*, we created UMSCC-74B cells stably transduced with inducible control or CELF1 shRNA vectors. In cultured cells, maximal reduction of CELF1 levels occurred at 6 days post treatment with 0.5mM IPTG (Figure 3A). To determine the role CELF1 protein expression plays in tumor growth, we injected inducible control shRNA (right-side) and CELF1 shRNA (left-side) UMSCC-74B clones into the flanks of nude mice (Figure 3B). Treatment of mice with 21mM IPTG in the drinking water led to a reduction in tumor volume for those cells stably transduced with inducible CELF1 shRNA in comparison to control cells, 1636mm^3^ and 3473mm^3^, respectively (Figure 3C). In addition the average weight of the CELF1 shRNA tumors was significantly less in comparison to control cells, 0.96g and 2.61g, respectively (Figure 3D). To determine if the expression of our CELF1 regulated panel of mRNAs was altered *in vivo*, we isolated RNA from both control and CELF1 reduced xenograft tumors and analyzed mRNA expression using qRT-PCR. We found that *ESM1,* was significantly reduced both *in vitro* and *in vivo* as a function of CELF1 protein levels (Figure 3E). Although, *SERPINE2* had a similar expression pattern both *in vitro* and *in vivo*, the *in vivo* expression was not significant when compared to control tumors (Figure 3E). In addition, we compared proliferation and angiogenesis markers between shcontrol and shCELF1 tumors and found no difference in the number of Ki67 and CD31 positive cells, respectively (Figure S3). The reduction in tumor burden displayed by the CELF1 shRNA inducible clones suggest that CELF1 plays a major role in tumor growth possibly through controlling several genes and pathways described in Figure 1C and promoting cell death through caspase-3, which was previously described by our laboratory in UMSCC-74B cells [27].

**Figure 3:**
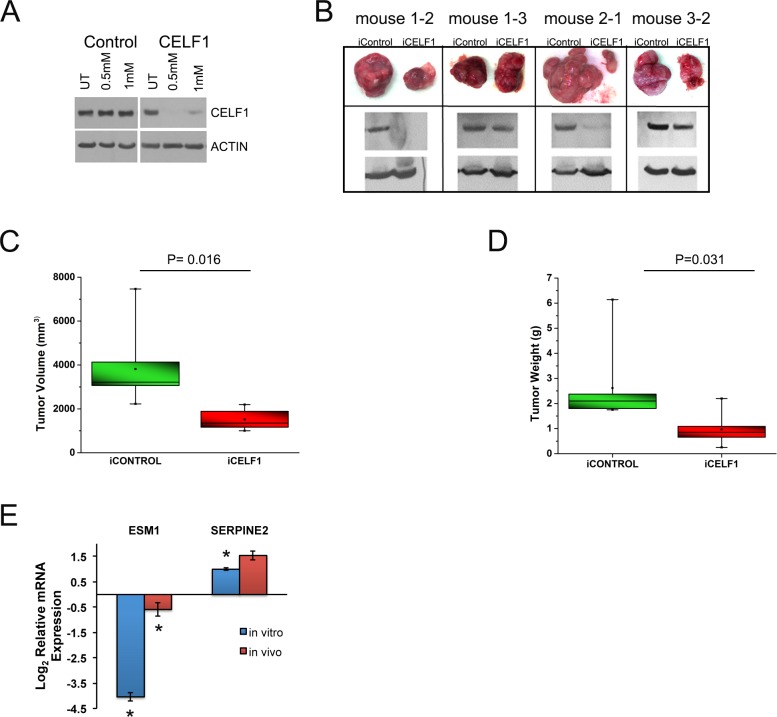
Reduction of CELF1 decreases tumor volume *in vivo* **A.** Western blot analysis of CELF1 protein expression day 6 post treatment of UMSCC-74B cells with 0.5mM and 1mM IPTG. **B.** Representative tumor images of four nude mice treated with 21mM IPTG/5% glucose in drinking water. *N* = 7 mice **C.** Quantitation of iCELF1 and iControl UMSCC-74B cell tumor volumes. *N* = 7; median (horizontal line); box (interquartile range); whiskers (minimum and maximum) mean (point inside box). **D.** Measurement of tumor weight. *N* = 7; median (horizontal line); box (interquartile range); whiskers (minimum and maximum) mean (point inside box). **E.** Quantitative real time PCR analysis of ESM1 and SERPINE2 mRNA levels in UMSCC-74B cells in culture and in xenograft tumors. Bars represent mean ± SE **p value < 0.05.

### Overexpression of CELF1 in immortalized human oral keratinocytes enhances cell survival

To support our findings that CELF1 controls gene expression, cell growth and survival, we overexpressed a FLAG- tagged CELF1 construct in OKF6-TERT1 human oral keratinocytes (OHKC) (Figure 4A). First, to determine if exogenous expression of CELF1 altered cellular function, we measured cell viability in the OHKC-CELF1 cells using MTT. We detected a significant increase in the viability of OHKC-CELF1 cells at 48 and 72 hours post cell seeding (Figure 4B) compared to control OHKC, suggesting that CELF1 enhances cell growth. To determine if CELF1 controlled cell proliferation, we utilized the CyQuant proliferation assay to measure the number of cells over a three day observation period (Figure 4C). Overall, we did not detect a significant difference in the number of OHKC-CELF1 cells compared to control OHKC-cells (Figure 4C). The increased cell viability measured by MTT would suggest that the OHKC-CELF1 cells have altered cellular metabolic activity. Changes in cell metabolism are known to alter cell survival. CELF1 is known to regulate cancer cell apoptosis [17, 26, 27, 30] hence, we sought to determine if CELF1 expression would protect OHKC-CELF1 cells against environmental stress induced cell death. OHKC and OHKC-CELF1 cells were treated with 0.125mM and 0.250mM H_2_O_2_ (hydrogen peroxide) for 24 hours to mimic oxidative damage. OHKC-CELF1 cells exhibited a statistically significant increase in protection against oxidative damage when compared to control OHKC cells (Figure 4D). We evaluated our panel of 15 mRNAs and three alternative splicing targets in OHKC and OHKC-CELF1 cells using qRT-PCR and semi-quantitative PCR, respectively. We hypothesize, that if these CELF1 controlled mRNAs were important for tumor formation and/or progression, OHKC-CELF1 cells would have distinct relative mRNA and splice variant expression levels in comparison to control OHKC cells. The expression levels of seven out of 15 mRNAs targets were significantly altered in OHKC-CELF1 cells compared to OHKC control cells (Figure 4E). We measured the formation of the alternative exons for *TACC2* and *ITGA6* in OHKC and OHKC-CELF1 cells; we were unable to detect *COL16A1* splice variants in control OHKC cells. Based on our analysis in OSCC cells, over expression of CELF1 in OHKC cells should promote the exclusion of exon 3 in *TACC2*. Although, an enhancement in the exclusion of exon 3 in *TACC2* was observed in OHKC-CELF1 cells compared to control OHKC cells, this difference was not statistically significant (Figure 4F). The exclusion of exon 3 in *TACC2* may require additional features such as interaction with other RBPs, formation of mRNP complex or cancer specific signaling cascades. In addition, we did not detect the *ITGA6* α6B variant in both control and OHKC-CELF1 cells. Therefore, we could not measure a change in the inclusion of *ITGA6* exon 25 as a function of CELF1 expression (Figure 4E). Altogether, these experiments support CELF1 playing a role in cell survival through regulation of gene expression.

**Figure 4:**
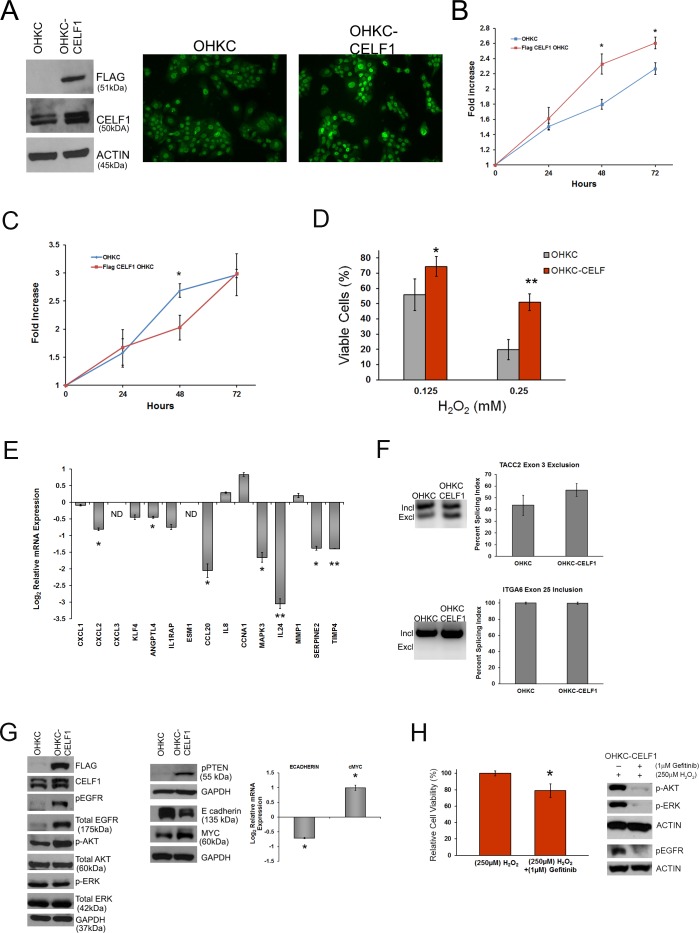
CELF1 overexpression in immortal human oral keratinocytes protects against oxidative stress **A.** (Left) Western blot analysis of Flag-CELF1 overexpression in OKF6-tert (OHKC) cells (Right) Immunocytochemistry of CELF1 expression in control OHKC cells and CELF1 overexpressing OHKC cells (OHKC-CELF1). **B.** Measurement of control OHKC and OHKC-CELF1 viability measured by MTT. Data represented as mean ± SD. *p value < 0.05; *N* = 3 **C.** Measurement of control OHKC and OHKC-CELF1 cells using CyQuant assay. Data represented as mean ± SD. **p value < 0.05; *N* = 3 **D.** Treatment of OHKC and OHKC-CELF1 cells for 24 hours with H2O2. Data represented as mean ± SD. *p value < 0.05; ***p value < 0.005; *N* = 3 **E.** Expression analysis of 15 CELF1 mRNA targets in control OHKC and OHKC-CELF1 cells using qRT-PCR. ND: Not detected in control OHKC Bars represent mean ± SE. **p value < 0.05; ***p value < 0.005; *N* = 3 **F.** Measurement of OHKC and OHKC-CELF1 splicing of TACC2 and ITGA6 using semi-quantitative PCR. Data represented as mean ± SD; *N* = 3. **G.** Western blot analysis of cell proliferation associated proteins in OHKC and OHKC-CELF1 cells. **H.** (Left) Relative OHKC-CELF1 cell survival post 24 hours treatment with H2O2 and Gefitinib. (Right) Western blot analysis of downstream EGFR molecules affected by Gefitinib treatment. Data represented as mean ± SD. **p value < 0.05; *N* = 3.

Finally, to determine how CELF1 is regulating cell survival, we analyzed the expression of key intracellular signaling molecules known to control cell survival. Interestingly, overexpression of CELF1 led to an increase in total EGFR as well as phosphorylated (Y1148) EGFR protein (Figure 4G). The elevated EGFR levels resulted in enhanced expression of downstream EGFR targets such as pAKT (S473) and pPTEN (S380) (Figure 4G). Surprisingly, phosphorylated ERK levels were unchanged between OHKC and OHKC-CELF1 cells, suggesting that EGFR signaling may promote the activation of other MAPK such as p38 and JNK (Figure 4G). In addition, we measured cMYC expression in the OHKC-CELF1 cells. The cMYC oncogene is known to regulate cell proliferation in a variety of cell types and can also potentiate the survival response of cells exposed to oxidative stress [52]. Overexpression of CELF1 increased cMYC protein and mRNA levels in OHKC-CELF1 cells compared to control (Figure 4G). Lastly, E-cadherin, is known to regulate cell proliferation and is a key player in the epithelial-mesenchymal transition (EMT); however, the loss of E-cadherin can protect cells from the induction of apoptosis [53-55]. Therefore, we measured E-cadherin protein and mRNA levels in OHKC and OHKC-CELF1 cells. OHKC-CELF1 cells had a marked reduction in E-cadherin protein and ∼1.5 fold reduction in E-cadherin mRNA compared to OHKC control cells (Figure 4G). Interestingly, it was discovered that E-cadherin can regulate EGFR in HNSCC cell lines [53] and that CELF1 can regulate E- cadherin protein levels in lung squamous cell carcinoma cells [30]; thus, CELF1 may control cell survival through coordinated regulation of EGFR, E-cadherin and cMYC expression in OHKC-CELF1 cells. To investigate if EGFR signaling promoted CELF1 induced cell survival we treated OHKC-CELF1 cells with 0.250mM H_2_O_2_, in the presence or absence of the EGFR small molecule inhibitor Gefitinib (Figure 4H). In the presence of 1μM Gefitinib, OHKC-CELF1 cells treated with H_2_O_2_ exhibited a significant ∼20% reduction in cell survival compared to OHKC-CELF1 cells treated with DMSO and H_2_O_2_ (Figure 4H). These observations suggest that overexpression of CELF1 in OHKC cells protects cells from apoptosis through modulation of EGFR signaling.

## DISCUSSION

Although there have been treatment advances for HNSCC, the overall survival rate has not increased dramatically over the last 30 years; therefore discovery of new molecular determinants of HNSCC, may be useful for the development of more effective therapeutic agents. Intriguingly, CELF1 is a broadly expressed member of the CUGBP ELAV-like family of RBPs and is overexpressed in multiple cancers including lung and oral cancer [26, 27, 30]. Our previous report indicated that CELF1 accumulation correlated with cancer stage, suggesting that CELF1 may play an important role in oral cancer progression [27]. In this study, utilizing next generation sequencing in CELF1 depleted oral cancer cells, we identified mRNA targets that were both directly and indirectly controlled by CELF1. Therefore, we were able to comprehensively assess CELF1-mediated gene expression patterns in oral cancer cells.

In this report, we demonstrated that in oral cancer cells CELF1 controls the expression of 1283 mRNAs that were enriched in biological terms associated with cell proliferation and apoptosis, which was not surprising. However, CELF1 regulated mRNAs were also enriched in cellular processes such as angiogenesis and cell signaling, which are important for tumorigenesis and/or progression. Thus, CELF1 is a critical regulator of tumor cell biological processes. Querying the TCGA HNSCC dataset we identified 8 potential mRNA targets (*ESM1*, *KLF4*, *IL8*, *CCL20*, *IL24*, *CCNA1*, *TIMP4* and *MMP1*) from our validated 20 mRNA panel, which were aberrantly expressed in HNSCC and controlled by CELF1 in oral cancer cells. *MMP1*, *IL24* and *CCL20* are mRNAs that are well studied for their role in cancer; however the remaining mRNAs have not been characterized for their potential role in HNSCC tumorigenesis and/or tumor progression and warrant further study. Interestingly, *IL24/mda-7* is classified as a tumor suppressor in several cancers including: melanoma, gall bladder and lung [56-59]. *IL24* mRNA and protein levels are low in cell lines derived from these tumors and adenoviral overexpression of IL24 increased tumor cell apoptosis and decreased tumor cell migration and invasion [57-59]. Paradoxically, *IL24* mRNA is up regulated in HNSCC tumor samples in comparison to normal tissues according to the 541 patient TCGA HNSCC dataset, this suggests that *IL24* may promote HNSCC tumorigenesis and/or tumor progression. A recent publication identified *IL24* as a potential biomarker for advanced disease in HNSCC; however, the exact mechanism of *IL24* mRNA regulation in oral cancer cells is currently unknown. Therefore, future studies from our laboratory are focused on defining the mechanism of CELF1 regulation of *IL24* mRNA expression in HNSCC.

The expression of CELF1 in the nuclear and cytoplasmic subcellular compartments orchestrates two different cellular mRNA processes. Nuclear CELF1 is well characterized for its role in alternative pre-mRNA splicing in a variety of model systems [60-63]; however, its role in pre-mRNA splicing in cancer is understudied. The major CELF1-mediated pre-mRNA splicing event is cassette exon exclusion/inclusion; this observation is consistent with HITS-CLIP splicing analysis of CELF1 in C2C12, muscle cells [32]. Interestingly, the loss of CELF1 protein promotes the alternative splicing of *COL16A1*, resulting in the expression of a noncoding *COL16A1* RNA product. It is well established that RBPs, in conjunction with noncoding RNAs such as long noncoding RNAs, are capable of regulating several steps within the post-transcriptional gene regulatory process. For example, pseudogenes or long intergenic noncoding RNAs (lincRNAs) can exert their control of gene expression through acting as miRNA sponges [64, 65]. Therefore, the formation of the *COL16A1* noncoding RNA by CELF1 mediated alternative splicing events, highlights a novel mechanism by which CELF1 may control gene expression.

Suppression of CELF1 protein *in vivo* reduced tumor growth clearly demonstrating CELF1's role in tumor progression. These findings support that the CELF1 mediated gene expression program acts as a promoter of pro-tumorigenic genes in tumors of oral epithelial origin. Hence, a potent pharmacological intervention disrupting the CELF1-mRNA interfaces could abrogate tumor cell growth. CELF1 is widely studied for its role in normal muscle development [24, 25, 60, 66]. Mice overexpressing CELF1, display phenotypic features similar to human myotonic dystrophy disease [67]. CELF1 protein levels are often elevated in human pathologies, our data revealed that enhanced CELF1 levels in the immortalized keratinocytes protected cells against oxidative stress-induced cell death. These observations support CELF1 as a regulator of cell viability and are in accordance with previous reports where reduction of CELF1 protein in cancer cells induced apoptosis [8, 30]. Intriguingly, we have observed that overexpression of CELF1 altered EGFR receptor expression, causing activation of downstream targets of EGFR signaling. Previously, it was determined that EGFR is capable of activating CELF1 [68] in contrast, our observation is the first to show that CELF1 can regulate EGFR expression, supporting CELF1 as a pro-survival protein. Elevated expression of CELF1 also caused a marked decrease in the expression of E-cadherin, suggesting that CELF1 expression may influence epithelial-mesenchymal transition (EMT). Recently, CELF1 was shown to affect E-cadherin levels in A549 lung cancer cells, however, the mechanism of CELF1 regulation of E-cadherin remains to be elucidated [30]. In addition, CELF1 was able to control the oncogene MYC expression in the immortalized keratinocytes. A CELF1-MYC interaction was established in gut epithelial cells where it was observed that CELF1 can regulate proliferation through competing with the HuR RNA binding protein to regulate MYC protein translation [69]. In that study, CELF1 was a negative regulator of MYC protein expression, however in our system CELF1 promotes MYC protein levels possibly through stabilizing *MYC* mRNA. Although, the CELF1 regulatory effect on *MYC* mRNA may be cell type dependent, it is evident that the CELF1-*MYC* interaction plays an important role in cell viability. Thus, further investigation of how CELF1 regulates cell survival and possible EMT through control of MYC and E-cadherin, warrants further investigation.

## MATERIALS AND METHODS

### Cell lines, qRT-PCR and primers

UMSCC-74B (tongue squamous cell carcinoma), UMSCC-11B and SCC-15 were maintained in DMEM supplemented with 10% FBS and 2% penicillin/streptomycin. OKF6-TERT1 human oral keratinocytes were maintained in keratinocyte serum free medium supplemented with 1ng/ml EGF, 30μg/ml bovine pituitary extract and 0.9mM CaCl_2_ (Life Technologies). All qRT-PCR was performed using Applied Biosystem StepOne Plus system with RT^2^ SYBR green ROX PCR Mastermix (SA Biosciences). Transcript specific primers were purchased from Integrated DNA Technologies utilizing the PrimeTime qPCR Assay Tool. GAPDH primer was purchased from Sigma. Primer sequences and assay identification numbers are available in Supplemental Experimental Procedures.

### Western blot analysis

Cells were lysed using RIPA buffer and proteins were separated using SDS-PAGE. Proteins were transferred to PVDF membrane and incubated with primary antibodies at 4°C overnight. Membranes were washed three times with TBST and incubated with secondary antibody for 1 hour at room temperature. Proteins were visualized using enhanced chemiluminescence. All primary antibodies were used at a 1:1000 dilution, except GAPDH and actin were used at 1:5000 dilution. Actin (Sigma Aldrich); CELF1 (Millipore) and remaining antibodies were purchased from Cell Signaling Technologies. Secondary antibodies were used at 1:5000 dilutions and purchased from GE Healthcare.

### Next generation sequencing, alternative splicing and bioinformatic analyses

RNA was isolated form sicontrol or siCELF1 treated UM74B and subjected to RNA quality assessment using Agilent Bioanalyzer. RNA-seq libraries compatible with Illumina PET sequencing were constructed for each condition. Each library was run on a single 100 base indexed PET flow cell lane. Sequencer FASTQ files were quality checked and filtered using a standard Illumina pipeline and a proprietary Genotypic SeqQC V2.1 tool. Reads were aligned individually to human whole genome (Hg19 build) using TopHat v0.1.0. Transcript identification and relative abundances were determined using cufflinks v1.1.0. Novel isoform prediction and isoform comparison was performed using cuffcompare v1.1.0 and differential gene expression was quantified using cuffdiff v1.1.0. (See supplemental materials for detailed pipeline of analysis). Gene enrichment analysis and network visualization were performed using the ClueGo and CluePedia plugins for Cytoscape. Domains of spliced transcripts were identified using Pfam 27.0 (HHMI). ToppCluster with default parameters was used for multiple gene list biological enrichment comparison. The 3′UTRs for the 1174 genes were extracted using ensembl biomart. A perl string match method in scalar mode was used to count the instances of the CELF1 sequence patterns in each of 3′ UTRs.

### Semi-quantitative PCR

CELF1 alternative spicing targets were amplified with designed exon specific primers using a standard thermocycler PCR program. Percent splicing index was calculated by dividing the included or excluded exon band intensity by the sum of both included and excluded exon band intensities. Quantitation of PCR products was performed using Image J software.

### siRNA transfection and shRNA transduction

UM74B cells were transfected with 20nM CELF1 siRNA (Dharmacon) or 20nM control siRNA (Qiagen) using HiPerfect transfection reagent (Qiagen) following the manufacturer's protocol. CELF1 shRNA and control shRNA plasmids were purchased from Sigma. Cells were transduced with lentiviral particles at a MOI of 50 in medium supplemented with 8μg/ml polybrene.

### Ribonucleoprotein immunoprecipitation (RNP-IP)

RNP-IP experiments were performed as described previously [14, 27]. Briefly, UM74B cells grown under normal conditions were UV cross-linked (200mJ/cm^2^) and lysed with polysome lysis buffer. A minimum of 1mg of total protein was added to Protein A/G (Santa Cruz Biotechnology) beads coated with 1.4μg of CELF1 (EMD Millipore) or isotype control antibody (Santa Cruz Biotechnology). Lysates were incubated with antibody for 2 hours at 4°C and RNA was isolated using Trizol Reagent (Life technologies).

### Inducible shRNA CELF1 xenograft mouse studies

Six week old male nude mice (Charles River Laboratories) were injected subcutaneously in the right flank with 5×10^6^ UMSCC-74B cells stably transduced with control 3XlacO inducible shRNA and left flank of the same mouse with CELF1 3XlacO inducible shRNA (Sigma Aldrich) resuspended in 20% Matrigel. One-day post injection mice were treated with 21mM IPTG (Lab Scientific) and 5% glucose in the drinking water. Tumor volumes were measured twice weekly using digital calipers and mice were sacrificed when tumor volumes exceeded 3000mm^3^. Tumor volume formula = 0.5*(L*W^2^) W = shortest side L = longest side. (See supplemental materials and methods for statistical analysis).

### Cell viability assay and H_2_O_2_ treatment

Control or CELF1 overexpressing OKF6-TERT1 cells were plated in 96-well plates. For viability assay cells were treated with MTT and absorbance was read at 570nm every 24 hours for 3 days. Cyquant assay was performed similarly to MTT assay with exception of cyquant reagent was added to cells for 2hours and fluorescence was measured at Ex. 485/Em. 515. For oxidative stress cells were plated in 96-well plates and treated for 24 hours with 0.125mM and 0.250mM H_2_O_2_. After 24 hours MTT was added to the cells, the cells were lysed after 2 hours and absorbance readings at 570nm were taken. For treatment experiments cells were exposed to 1μM of Gefitinib in the presence of 0.250mM H_2_O_2_ for 24 hours.

### Statistical analysis

Quantitative real time PCR data were expressed as the log_2_ mean ± the standard error of the mean. Two-sample t-tests with unequal variances were used to assess differences between means. Results with p values less than 0.05 were considered significant. Realtime PCR analysis of mRNA target expression in xenograft tissues were expressed as log_2_ mean ± the standard error of the mean. For *in vivo* studies, analysis of paired tumor volumes (or tumor weights) comparing control to CELF1-injected flanks were performed using Wilcoxon signed-rank test. In addition, analysis of differences in gene expression comparing control to CELF1-injected flanks was performed using paired Wilcoxon signed-rank test. Results with p values less than 0.05 were considered significant. UCSC Cancer Genomics Browser statistical analysis of mRNA target expression in normal versus tumor samples was performed by creating two subgroups (solid tissue normal and primary tumor) and selecting Wilcoxon Test.

### Accession numbers

Transcriptome fast q files have been deposited into Gene Expression Omnibus (GEO) and can be accessed using the GEO number GSE57254.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: RNA-binding protein CELF1 promotes tumor growth and alters gene expression in oral squamous cell carcinoma
**Source:** Oncotarget. 2015 Oct 20;6(41):43620–34. doi: 10.18632/oncotarget.6204
**Supplement:** Supplementary file 1

RNA-binding protein CELF1 promotes tumor growth and alters gene expression in oral squamous cell carcinoma

Supplementary Material

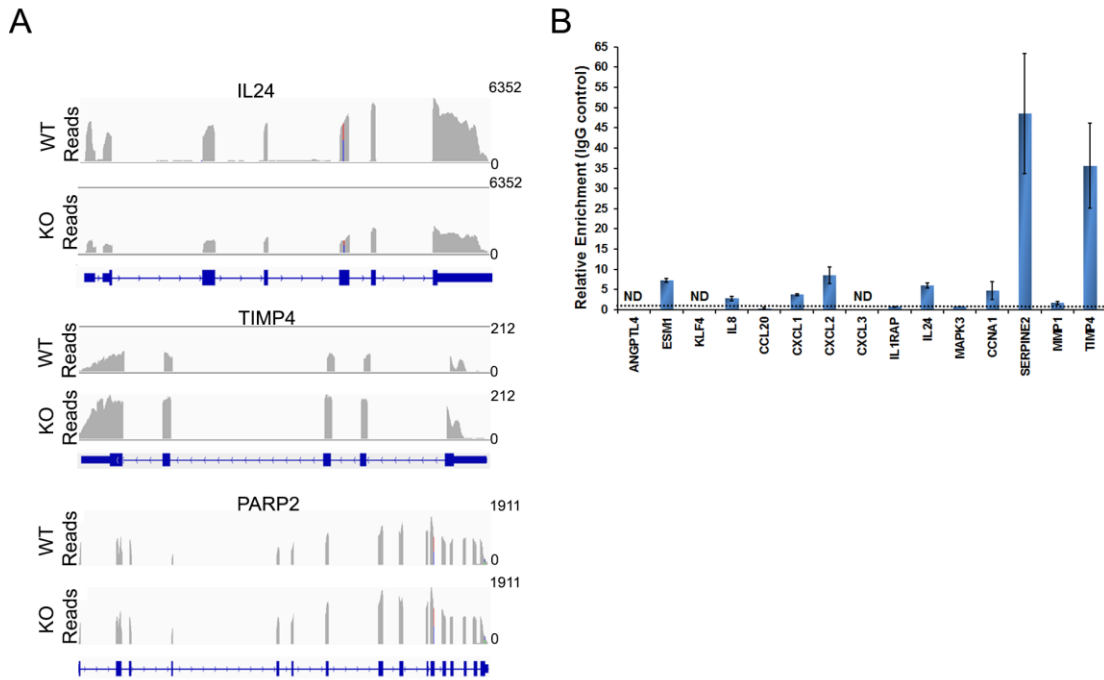

Supplemental Figure 1: (A) IGV (Integrated Genome Viewer) illustration of transcripts used in qRT-PCR validation. *IL24* down regulated, *TIMP4* upregulated and *PARP2* neutral. Numbers represent scale for transcript read counts. Scale for WT and KO reads are equivalent. (B) CELF1 ribonucleoprotein immunoprecipitation in UMSCC 74B cells. The association of the 15 panel mRNAs was measured using qRT-PCR.

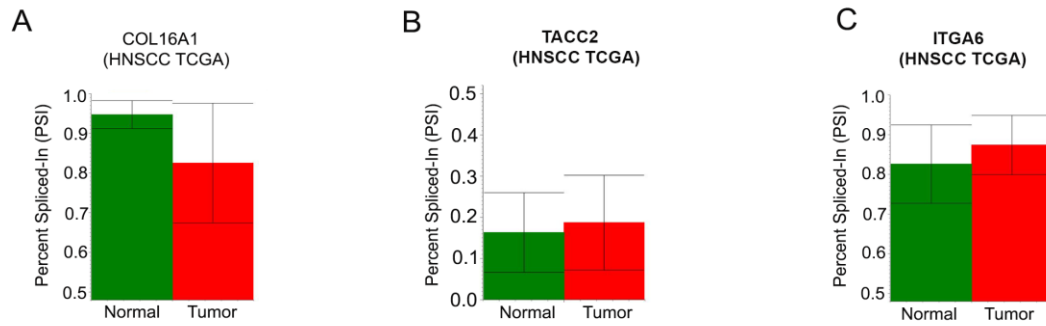

Supplemental Figure 2: HNSCC TCGA splicing analysis of (A) *COL16A1* (B) *TACC2* and (C) *ITGA6*. Data represented as mean $\pm$ SD.

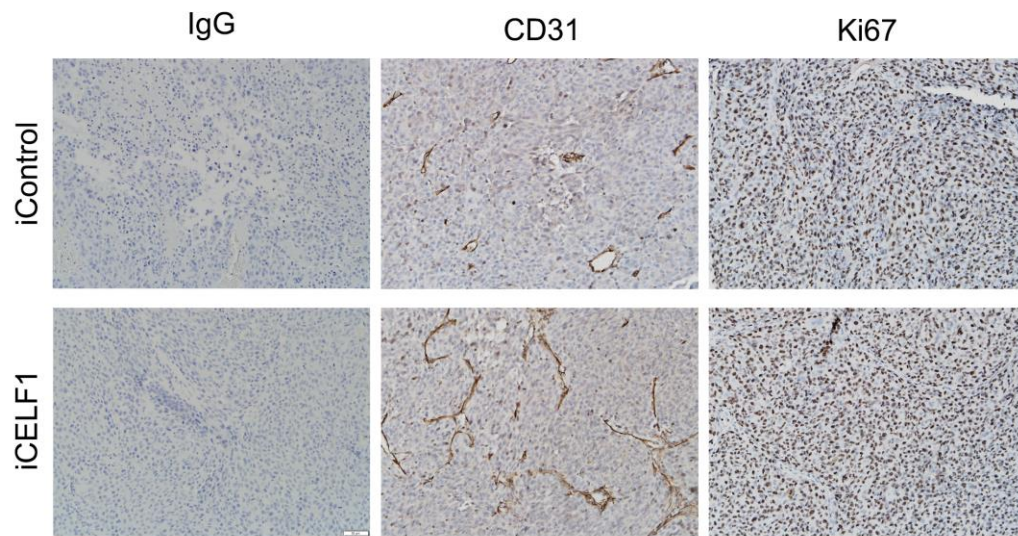

Supplemental Figure 3: Representative Immunohistochemical staining of Ki67 (proliferation marker), CD31 (endothelial cell marker) and IgG control of iControl or iCELF1 tumors. 20X magnification. Scale bar 50µm.

How the deposited data were processed for this re-analysis (not part of the article)

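RNA-seq of UMSCC-74B cells, an established oral cancer cell line, compared 1 library of cells given control siRNA with 1 library of cells given CELF1 siRNA, both at 20 nM and 48 h after transfection. With 1 library per condition no replicate test is possible. No test of a gene's difference between the libraries was run and no p-value was computed for one. The percentiles among random lists, the intervals and the tests of the closing section describe these 2 libraries only.

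The authors filtered the paired-end reads with a standard Illumina pipeline and SeqQC, aligned them to hg19 (GRCh37) with TopHat 0.1.0, and used cufflinks, cuffcompare and cuffdiff 1.1.0 to estimate and compare transcripts. The submitters' processing notes also name CASAVA. The annotation release is not given in the sources used here. The first deposited table gives the FPKM of 25745 transcripts in each library, made by the authors, with their p-value per transcript. The second, the authors' list of significant transcripts, gives FPKM, the log2 of their ratio without a pseudocount, and the authors' p-value for 1283 rows. Of these rows, 837 have the FPKM of the first table and 446 have other FPKM, with p-values that are all multiples of 5e-05. Of 59 such rows whose gene is among the first 1997 rows (in alphabetical order) of the all-transcript sheet of Table S1, 55 have the values of that sheet. The other 16731 rows of that sheet were not used here. The authors' deposited log2 values and p-values were described and counted only. The depth of the libraries is unknown, as no read counts are in the tables and whole reads could not be recovered from low values.

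From these tables the FPKM of transcripts with the same gene symbol were summed, and log2((CELF1 siRNA + 1)/(control siRNA + 1)) was computed with a pseudocount of 1 FPKM. Genes with a mean FPKM of at least 1 (8940 of 15330) were called measured, and at least 2-fold higher or lower at a log2 ratio of 1 or more, or -1 or less. An exact 0 can be a failed estimate, so genes at 0 are said to be listed at 0 and given no fold. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

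The genes named were fixed by a rule before the data were examined, although values in the paper's tables had been read. The rule takes every gene the paper names for this comparison (CELF1, the genes of Table S5, COL16A1, TACC2, ITGA6, EGFR, MYC and CDH1), the 12 genes with the largest positive and the 12 with the largest negative log2 ratio among genes with at least 1 FPKM in both libraries, and up to 4 measured members with the largest change in each list (all members of lists with up to 8). ITGB1, ARPC2, PID1, PIM1, IL1A, IL1RN, GNG10, the GAGE and SPANX genes, the ribosomal protein rows of the authors' deposited list, the genes of the transcript shares and the epithelial and mesenchymal genes of the closing section were named after their values were seen. The 32 gene lists, with 780 entries, were fixed at the same time. They cover inflammatory mediators, translation and nonsense mediated decay, proliferation, apoptosis, adhesion, angiogenesis, proteases, EGFR ligands, kinases, actin, epithelial-mesenchymal transition, keratinocytes, interferon response, RNA-binding regulators, histones, metallothioneins, immediate early genes, hypoxia, p53, stress responses, cholesterol synthesis, mitochondria, cancer-testis antigens, other cell types and housekeeping. The median of each list was set against 10000 random lists of the same size, drawn from 20 bins of mean expression.

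The heptamer was searched in the 3′UTR of GENCODE release 44 on GRCh37. Shares have exact Clopper-Pearson 95% intervals and were compared with 10000 draws of other genes matched on mean expression, and on 3′UTR length as well. Gene and exon coordinates are from the same annotation. The shares of transcripts within genes, the split of the heptamer by direction, the trend with transcript length, the comparison of the 2 sets of values and the sums over gene families were added after the data were examined.

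The calculation was tested on simulated libraries made from the 8940 measured genes of this comparison, with 200 genes changed by a known fold. Of 198 changed genes kept at 2.5-fold, 159 were recovered, and at a mean FPKM of at least 5, 147 of 154. At 4-fold 196 of 198 were recovered, and no gene without a change was called at either fold. The simulated noise was small and independent between genes, without exact zeros or reads shared between copies. The lack of false calls was fixed by that setting and gives no rate for the real libraries. Of 200 simulated lists of 15 genes without a change, 9 had a median outside the central 95% of random lists. Independent genes give such a share by construction, so it checks the calculation only. Alternatives were another pseudocount (0.1 FPKM), no filter, a filter at a mean FPKM of 5, scaling to equal medians, a 1.5-fold rule, transcripts in place of genes, the authors' deposited log2 values, stricter rows of the authors' deposited list, other 3′UTRs and fewer heptamers. Table S1 was used only in its first rows, TACC2 exon 3 was left out because its position in the annotation was not certain, and the hexamers of the paper were not searched.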

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

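The tests on the GAGE and SPANX genes and on a drop of ribosomal protein mRNAs were chosen only after the results were seen, and those on transcript length in the second set of values, on splicing and on estimation before.

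Genes that the paper's text does not discuss were above their level in the control siRNA library. On the log2 scale ADAM12 was higher by 1.27, MT1E by 1.24, POLE3 by 1.10, SPARC by 1.10, PAPPA2 by 1.09, SLC6A9 by 1.08, PRSS23 by 1.05, COL7A1 by 1.04, TNC by 0.99 and BTC by 0.96. Paralogs of MT1E went the other way, with MT1X at -1.22 and MT2A at -0.61. Copies of cancer-testis genes listed at 0 in the control siRNA library were SPANXA1, at 29.3 FPKM with CELF1 siRNA, GAGE12I at 20.1 FPKM, GAGE12F at 3.99 FPKM and GAGE12B at 2.12 FPKM. The authors' deposited table of all transcripts also holds 117 transcripts listed at 0 with control siRNA, with a p-value in the range of the authors' list but absent from it, and 119 more listed at 0 with CELF1 siRNA.

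The first pattern is the drop of ribosomal protein mRNAs that the authors' deposited list shows and the table of all transcripts does not. In the second set of values, short transcripts as a class were lower. Over the alphabetical first part of Table S1, with 1299 genes at a mean FPKM of at least 1 and a length for 1199 of them, the median log2 ratio of genes with a canonical transcript under 1 kb minus that of genes over 3 kb was -0.39 (bootstrap 95% interval -0.56 to -0.28), and no cytosolic ribosomal protein gene is among those rows. Of the listed rows with these values that are not ribosomal, 68 of 70 under 1 kb and 59 of 194 over 3 kb were lower. Their median was -0.86 under 1 kb and -0.97 under 600 bases, against -1.05 for the 18 ribosomal rows of the authors' deposited table. All these rows were selected as significant, and the unselected genes of Table S1 had a median of -0.26 under 1 kb and -0.41 under 600 bases. A length bias between the libraries may account for the drop, in part or in full. A drop of these mRNAs in the cells cannot be told apart from it, since in the table of all transcripts the median over 57 ribosomal protein genes was -0.012, but the 11 listed genes measured there (median -0.045) had far lower FPKM than in the list, and the levels of the others could not be compared.

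The second pattern is the many transcripts on the authors' list whose gene total lay within 1.5-fold. If splicing changed, genes of Table S6 should be frequent among them: there were 21 among the 286 such genes that were tested, 2.1 times the median of matched draws (95% range of the ratio 1.31 to 4.20), short of the 3 times set before. Table S6 was made from the same libraries, so such an excess is not independent evidence. An imbalance of exact zeros was to test whether the estimation moved reads between transcripts, with 15 transcripts at 0 with CELF1 siRNA and at 5 FPKM or more with control siRNA and 3 the other way, a ratio of 5 (exact 95% interval 1.41 to 26.9). It decides nothing, since 0 of these transcripts are on the authors' list and 11 are of GAGE and SPANX genes. Splicing and estimation cannot be told apart here, as the range for splicing spans both bounds set before and no value tests the estimation on the listed transcripts.

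The third pattern is the lower FPKM of GAGE genes, which together (21 genes) went from 386 to 157 FPKM (log2 ratio -1.29), and of the pair SPANXA1 and SPANXA2, which together went from 1327 to 616 FPKM (-1.11). A shift of reads among the listed SPANX copies alone would leave their sum about unchanged, but the 12 SPANX genes together went from 1547 to 788 FPKM (-0.97). SPANXA2 makes up most of that sum (1327 and 587 FPKM), so the sum largely restates its change. Other effects of shared reads on SPANXA2 were not tested. Of the other copies SPANXD and SPANXE had a lower FPKM (-1.16 and -0.38), SPANXC was at -0.065, and SPANXB2 and SPANXN1 had a higher one (0.21 and 0.40) but reached 1.42 and 2.97 FPKM. The 132 genes under 600 bases in the same table had a median of -0.036, which argues against a drop of short transcripts as a class there. It does not cover each short gene. Of the rows selected as significant with that table's values, 15 of 22 under 600 bases and 217 of 480 over 3 kb were lower. For GAGE, 9 measured copies are listed at 0 with CELF1 siRNA, which can be failed estimates, so the sum over all copies cannot test a sharing of reads. The 6 copies above 0 in both libraries went from 185 to 131 FPKM (-0.50), each with a lower value. Copies that fell to 0 are left out of this sum by its definition, so its smaller drop cannot decide. Failed estimates and sharing of reads between GAGE copies are thus neither shown nor excluded. An effect of CELF1 siRNA on these genes stays open and untested.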

How the results depend on the processing

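No paired analysis was possible because there is 1 library per condition. The alternatives were set in advance and not after the results were seen, except for the exclusion of GAGE and SPANX genes, the minimum in both libraries, the combined heptamer setting and those for transcript shares. The 14 higher and 39 lower genes became 44 and 61 with a pseudocount of 0.1 FPKM, 153 and 168 at 1.5-fold, 97 and 148 with each transcript kept as its own, and 236 and 334 by the authors' deposited log2 values, which exist for listed transcripts only and take any transcript of a gene. A looser threshold gives more genes by construction, and the cause of the other changes was not tested. With no filter, a mean FPKM of at least 5 or scaling to equal medians the counts stayed within 1.5 times, and with the pseudocount of 0.1 FPKM or the scaling all 14 and all 39 genes were called again. Without GAGE and SPANX genes there were 10 higher and 27 lower genes, and with at least 1 FPKM in both libraries 10 and 30. The log2 ratio of CELF1 was -2.60 with a pseudocount of 0.1 FPKM, by construction. Members of the study's terms at least 2-fold changed were 13, and 20 with that pseudocount. The authors' deposited list of 1283 transcripts has 721 rows at a p-value of 0.001 or less and 603 at an absolute log2 fold change of 1 or more. The heptamer was in 55.7% of genes, 59.4% with any annotated 3′UTR, 39.6% with only TGTGTGT and TGTATGT, and 42.4% with both settings. The median of the replication-dependent histones, -0.35 over 29 genes, was 0.16 over the 8 with a mean FPKM of at least 5, and the cause was not tested. No other list median outside the central 95% of random lists changed sign under any alternative. Among the other medians that moved by over 1.5 times were those of fibroblast markers (-0.032 over 9 genes with no filter), epithelial-mesenchymal transition (0.088 with no filter, 0.28 at a mean FPKM of at least 5), immediate early genes (-0.071 and -0.033) and metallothioneins (0 with no filter, -0.61 over 3 genes at a mean FPKM of at least 5, 0.34 with a pseudocount of 0.1 FPKM). By the authors' deposited log2 values, which cover listed transcripts only, the medians of all 19 lists with at least 3 genes there moved by over 0.1, to 0.60 for integrins, -1.31 for angiogenic factors and 1.08 for metalloproteinases, and with the other sign to -0.90 for MAPK and PI3K-AKT kinases, -0.71 for actin regulators, 0.96 for hypoxia and glycolysis and -0.15 for metallothioneins. List medians lay outside the central 95% for 12 of 29 lists and for 11 to 13 under the alternatives, and 17 of 20 panel targets kept the direction of Table S5 with the other pseudocount and with scaling. The scaling uses a median log2 ratio of 0.018. Of Table S6 genes, 27 of 102 had a share change of at least 10 percentage points and 12 of 117 one of at least 20 points at a mean FPKM of at least 1. The unknown depth limits low genes most.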

Differences from the paper's values

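The paper's Table S5 gives a log2 fold change of -1.04 for CXCL1 (NM_001511), and the table of all transcripts gives -0.46. For PRSS21 (NM_006799) the paper's value is -1.17 and the value here -0.60. For the 2 transcripts of CCNA1 the paper's values are -2.36 (NM_003914) and -2.18 (NM_001111045), and the values here -2.18 and -2.36, the same pair of values exchanged between the accessions. For PARP2 (NM_001042618) the paper's value is -0.014 and the value here -0.14. None of these 5 came within 0.01 of the paper's value with a pseudocount of 0.1 FPKM or with scaling to equal medians, the alternatives set before the data were examined. The values of CXCL1 and PRSS21 in the authors' deposited list, -1.04 and -1.17, are those of Table S5. The other transcripts of Table S5 that the table of all transcripts holds were within 0.01 of the paper's value.

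The paper gives 1283 transcripts of 1174 genes, and the authors' deposited list has 1283 rows with 1173 gene symbols. For the heptamer the paper's value is 41%, against 55.7% here for TGTNTGT. Table S2, which the paper cites for its value, lists 479 genes with TGTGTGT or TGTATGT and no other heptamer. The paper's value thus appears to count these 2 forms only and is not the same measure as 55.7%. With only these 2 heptamers the share here was 39.6% and, by a setting chosen after seeing the values, 42.4% with these in any annotated 3′UTR.

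The paper states a loss of the main COL16A1 isoform, NM_001856, in CELF1 knockdown cells. It shows exon-level reads, and PCR of cells given control or CELF1 shRNA in place of siRNA. In the table of all transcripts the FPKM of NM_001856 was 9.69 with control siRNA and 13.5 with CELF1 siRNA. No other COL16A1 transcript is in that table, so this value stands for the gene and cannot show the gain or loss of an isoform. The paper selected its panel for changes greater than 2-fold, and 2 of its 26 target transcripts are under 2-fold in Table S5 itself, those of IL8 (1.97-fold lower here) and CXCL2 (1.87-fold lower). HDAC9 and IL1RAP are up regulated in the paper, and their gene totals had log2 ratios of -0.14 and -0.27, while the transcripts that the paper names were higher, at 2.26-fold for HDAC9 and 3.82-fold for IL1RAP. The paper finds enrichment of mRNA translation and nonsense mediated decay among the listed transcripts, and by gene total none of the 10 measured members of either term in Table S3 was 2-fold changed. Table S4, which the paper cites for this, was not among the sources used here, and for 11 listed ribosomal protein genes the listed FPKM with control siRNA was a median of 35.5 times these totals.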

Other observations

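The epithelial and mesenchymal genes, the comparison of the 2 sets of FPKM, the split of the heptamer by direction and the pyruvate kinase transcripts were chosen after the results were seen. Several gene lists that the paper does not discuss stood apart from random lists of the same expression. Cholesterol synthesis genes had a median log2 ratio of -0.28 (16 measured, 14 lower, percentile 0), with DHCR7, which encodes the last enzyme of the pathway, at 37.6 FPKM with control siRNA and 19.4 FPKM with CELF1 siRNA, DHCR24 at 33.1 and 24.7 FPKM, SC4MOL at a log2 ratio of -0.44 and FDFT1 at -0.40. Targets of p53 had a median of 0.28 (17 measured, 14 higher, percentile 100), with PLK2 at 36.9 and 65.5 FPKM, SESN2 at 21.9 and 35.1 FPKM, the cell cycle inhibitor gene CDKN1A at 117 and 154 FPKM, and FAS at a log2 ratio of 0.39. Interferon-stimulated genes had a median of 0.15 (19 measured, 13 higher, percentile 99.4), with IFIT2 at 116 and 169 FPKM, OASL at 96.0 and 135 FPKM and RSAD2 at a log2 ratio of 0.41, while CXCL10 was at 19.0 and 14.2 FPKM. Immediate early genes had a median of -0.12 (16 measured, percentile 1.3) with members on both sides, as IER3 was at 351 and 200.4 FPKM, DUSP5 at 27.9 and 51.7 FPKM and NR4A1 at a log2 ratio of -0.68. Their median was closer to none, at -0.033 over 14 genes with a mean FPKM of at least 5 and -0.071 over 19 with no filter. With a pseudocount of 1 FPKM no gene of these 4 lists was 2-fold changed. Without it the immediate early gene KLF4 (7.66 and 15.6 FPKM) was 2.04-fold higher.

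Epithelial-mesenchymal transition genes had a median of 0.16 (11 measured, percentile 97.4, just inside the central 95% of random lists), with SPARC and TGFBI at least 2-fold higher, SNAI2 at 44.7 and 67.7 FPKM and LOX at 72.9 and 98.4 FPKM. The list medians of hypoxia and glycolysis (-0.064, percentile 6.1), complex I subunits (-0.03, percentile 8.98), the amino acid and unfolded protein response (0.09, percentile 86.4), metallothioneins (0.16, 4 measured, percentile 88.7), cancer-testis antigens (-0.06, percentile 6.94), fibroblast markers (-0.18, 3 measured, percentile 18.2) and housekeeping genes (-0.03, percentile 18.1) lay within the central 95% of random lists. NDUFB4, a complex I subunit gene, was at 197 and 99.1 FPKM, with NDUFB6 at a log2 ratio of -0.45, NDUFB2 at 0.33 and NDUFS4 at 0.29. The most changed members of the other lists were PFKFB4 (0.78), NDRG1 (0.62), PDK1 (-0.47) and ADM (0.44) for hypoxia, SESN2 (0.66), CHAC1 (0.64), DNAJB9 (0.40) and SLC3A2 (0.36) for the stress response, and HPRT1 (-0.40), PGK1 (-0.20), RPLP0 (-0.17) and GUSB (0.13) for housekeeping. MAGEA9, a cancer-testis antigen gene, was at -0.56. The measured metallothioneins were MT1E (1.24), MT1G (0.93), MT1X (-1.22) and MT2A (-0.61), and the measured fibroblast markers DCN (-0.27), FAP (-0.18) and LUM (-0.11). Keratinocyte basal genes had 2 measured members, SFN at 17.5 and 28.9 FPKM and S100A2 at 34.3 and 41.4 FPKM (median 0.48, percentile 99.3), and with no filter the 6 listed members had a median of 0.13. No keratinocyte differentiation, endothelial or leukocyte marker was measured.

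Most of the 12 epithelial genes looked at, a set chosen after values were seen, were listed at low levels. Of these, 1 had at least 1 FPKM with control siRNA, KRT18 at 23.1 FPKM. CDH1, which encodes E-cadherin, KRT5 and KRT6A were listed at 0 with control siRNA, EPCAM was at 0.020 FPKM, KRT8 at 0.334 FPKM and TP63 at 0.598 FPKM. Other genes expressed in epithelia were measured, such as SFN, S100A2 and CLDN1. All 9 mesenchymal genes looked at had at least 1 FPKM, with VIM at 793 FPKM, MMP2 at 153 FPKM, ZEB1 at 21.9 FPKM and TWIST1 at 8.49 FPKM with control siRNA. With CELF1 siRNA, CDH1 was at 0.0088 FPKM and VIM at 748 FPKM. An exact 0 in this table can be a failed estimate.

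The 2 sets of FPKM were of similar size for most genes. Of 937 genes in the first rows of Table S1 above 1 FPKM in both libraries, 2 had less than 0.1 times that control FPKM in the table of all transcripts, and the log2 ratios of 929 genes above 1 FPKM in both sets had a Spearman's rho of 0.821 across genes, which are not independent replicates. TMSB10, a thymosin gene of very short mRNA, is at 34203 and 6438 FPKM in the authors' deposited list and at 207 and 227 FPKM in the table of all transcripts.

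The heptamer was more frequent in genes with higher than with lower transcripts. The longest 3′UTR held TGTNTGT in 322 of 532 genes whose listed transcripts were higher with CELF1 siRNA (60.5%, exact 95% interval 56.2% to 64.7%) and in 290 of 581 whose listed transcripts were lower (49.9%, interval 45.8% to 54.1%). This split was made after the data were examined and was not matched on length. Among the pyruvate kinase transcripts, listed as PKM2, NM_001206797 went from 23.1 to 281 FPKM and NM_002654, the most abundant, from 1566 to 1529 FPKM. The share of the FPKM of the gene taken by NM_001206797 was 1.30% with control siRNA and 13.7% with CELF1 siRNA.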
